# Transcriptomic profiling in canine B-cell lymphoma supports a synergistic effect of BTK and PI3K inhibitors

**DOI:** 10.3389/fvets.2025.1577028

**Published:** 2025-04-25

**Authors:** Xenia Lainscsek, Weibo Kong, Barbara C. Rütgen, Julia Beck, Bertram Brenig, Ingo Nolte, Hugo Murua Escobar, Leila Taher

**Keywords:** canine lymphoma, tyrosine kinase inhibitors, phosphoinositide 3-kinase inhibitors, RNA-seq, differential expression analysis, co-expression network analysis

## Abstract

**Introduction:**

B-cell receptor (BCR) signaling has revealed itself as a critical pathway in the pathogenesis of B-cell lymphoma. Within this pathway, the inhibition of Bruton's tyrosine kinase (BTK) or Phosphoinositide 3-kinases (PI3Ks) alone presents encouraging efficacy in the treatment of certain both canine and human hematological malignancies.

**Methods:**

Here we characterized the effects of the BTK inhibitor Ibrutinib and the PI3K inhibitor AS-605240 as single and combined agents in the canine pre-clinical diffuse large B cell lymphoma (DLBCL) model CLBL-1 by assaying cell proliferation and metabolic activity, and performing RNA-seq to measure gene expression changes.

**Results:**

We found 2,336 differentially expressed genes (DEGs) across all treatment types and time points relative to the control. The largest number of DEGs were induced by the combination of Ibrutinib and AS-605240. These genes were involved in adaptive immune response, leukotriene D4 metabolic and terms related to regulation of GTP and GTPase mediated signal transduction. Weighted gene co-expression network analysis (WGCNA) detected nine gene modules, five of which were associated with treatment response. Eighteen-percent of genes within these modules were also differentially expressed. Notably, we observed one module that was exclusively associated with the combined treatment whose gene members were related to cellular metabolism, homeostasis signaling, and protein synthesis and regulation.

**Conclusion:**

Narrowing in on highly connected genes of modules associated with treatment response with large fold changes across treatments which play roles in the main targeted pathways identified *PAG1, PRKAR2A, ACACA, FOS*, and *PRKCA* as potential primary candidates of the synergistic treatment effect.

## 1 Introduction

Canine lymphoma is a frequent and spontaneous cancer characterized by uncontrolled lymphocyte replication. Its most prevalent form is B-cell lymphoma, which accounts for 65–80% of all cases (1). Conventional first-line therapeutic intervention for canine lymphoma is L-CHOP (L-asparaginase, cyclophosphamide, hydroxydaunorubicin, vincristine, prednisolone) chemotherapy, which induces remission in nearly 85–90% of patients. However, the majority of patients develop resistance and relapse within the first 12 months after treatment, ultimately dying from their disease (2, 3).

In the last decade, tyrosine kinase inhibitors (TKIs) have emerged as promising therapeutic options for various cancers, including canine lymphoma (4, 5). TKIs are small molecules that compete with the adenosine triphosphate-binding site of tyrosine kinases, preventing their phosphorylation and activation, thereby inhibiting downstream signaling pathways (6). While some TKIs exhibit high specificity, most of them inhibit a broad range of kinases and impact multiple cellular processes (6). Specifically, TKIs targeting Bruton's tyrosine kinase (BTK) have demonstrated effectiveness in lymphoma treatment (5, 7). This enzyme plays a crucial role in B-cell receptor (BCR) signaling, mediating downstream events that regulate B-cell activation, proliferation, and survival. Specifically, antigen binding induces the aggregation of the BCR transmembrane protein with its co-receptors CD79a Molecule (CD79A) and CD79b Molecule (CD79B). This recruits and activates the members of the Src family of tyrosine kinases LYN (LYN Proto-Oncogene, Src Family Tyrosine Kinase), and SYK (Spleen Associated Tyrosine Kinase). Activated LYN and SYK phosphorylate the tyrosine residues located in CD79A and CD79B, in turn recruiting several other kinases and adaptor proteins that amplify the signal (8) and ultimately lead to the activation of phosphoinositide 3-kinases (PI3Ks). PI3Ks are a family of enzymes that convert phosphatidylinositol-4, 5-bisphosphate (PIP2)—a minor component of the plasma membrane—to phosphatidylinositol (3–5)-trisphosphate (PIP3) (9). PIP3 is a docking site for the members of the protein kinase B (AKT) family, PDK1 (Pyruvate Dehydrogenase Kinase 1) and BTK (10). Upon binding PIP3, AKT proteins undergo a conformational change, facilitating PDK1-dependent phosphorylation (11). Phosphorylated AKT proteins dissociate from the membrane and promote cell survival, proliferation, and growth through the phosphorylation and inhibition of several substrates, including FOXO transcription factors, the negative regulator of glucose homeostasis glycogen synthase kinase-3 beta (GSK3B), and the mTOR inhibitors TSC1 (TSC Complex Subunit 1) and TSC2 (TSC Complex Subunit 2) (11). Similarly, the binding of BTK to PIP3 facilitates its activation by upstream signaling molecules. Activated BTK activates PLCG2 (Phospholipase C Gamma 2) which hydrolyzes phosphatidylinositol 4,5-bisphosphate (PIP2) into diacylglycerol (DAG) and inositol trisphosphate (IP3) (12). DAG activates the members of the protein kinase C (PKC) family, a pivotal effector in the BCR signaling pathway that promotes NF-κB activation (13). Specifically, IκB kinase complex (IKK) activation by PRKCB (Protein Kinase C Beta) leads to the phosphorylation and degradation of the inhibitor of nuclear factor-κB (IκB) proteins, enabling nuclear factor kB (NF-κB) proteins to translocate to the nucleus, where they induce the transcription of genes needed for B-cell proliferation and survival (13).

Ibrutinib is a TKI that irreversibly blocks the activity of BTK by binding to its SH1/TK domain and can also prevent BTK autophosphorylation and thereby activation (14–16). A pioneer among BTK inhibitors, Ibrutinib has substantially improved outcomes in human lymphoma patients (17) and shows promise as a new frontier in canine lymphoma therapy (16, 18). Despite its effectiveness, the use of Ibrutinib is associated with several side effects, ranging from diarrhea, nausea, and fatigue to more severe complications such as cardiomyopathies and acute tumor lysis syndrome (19, 20). Furthermore, most patients treated with Ibrutinib eventually become refractory to therapy (19). The limitations of Ibrutinib have motivated the investigation of combination regimens.

Beyond BCR signaling, PI3Ks can be activated by multiple upstream pathways that couple a wide range of receptors with specific PI3K isoforms (21). Indeed, PI3K overactivity is a hallmark of cancer and not just B-cell malignancies. The pivotal role of PI3Ks in cancer has led to their investigation as promising therapeutic targets, but their toxicity profile has limited the ability of clinical trials to assess optimal dosage (21). AS-605240 is a strong and selective PI3K inhibitor (22). This compound prevents activation PI3K—specifically, phosphatidylinositol 4,5-bisphosphate 3-kinase catalytic subunit gamma isoform (PIK3CG)—by competitively binding to its ATP-binding site, thereby leading to reduced cell growth and proliferation, increase of apoptosis, and changes in cell migration and invasion (22, 23). PIK3CG forms mutually exclusive dimers with one of the regulatory subunits PIK3R5 and PIK3R6 (24). In addition, AS-605240 has been found to suppress phosphorylation of AKT proteins in cell lines with perturbed Ras expression (25). When activated, Ras facilitates the recruitment of PI3K—primarily, PIK3CG—to the cell membrane (26), thereby initiating the PI3K signaling cascade. Importantly, AS-605240 has demonstrated therapeutic potential in several disease models involving the PI3K pathway, including a murine model of cystic fibrosis (27).

In light of this, we recently characterized the effects of Ibrutinib and AS-605240 on cell proliferation and apoptosis in canine and human pre-clinical diffuse large B-cell lymphoma (DLBCL) models, and found that they can act synergistically (18). DLBCL is the most common lymphoma in humans, accounting for about 25–30% of all non-Hodgkin lymphoma (28, 29). Although it has a rapidly progressive course, it responds well to chemotherapy, and up to 50% of the patients achieve complete remission following chemotherapy (28, 29). In contrast, only 20% of canine patients with DLBCL survive 2 years after diagnosis despite therapy, having an average survival time of around 12 months (29). Parallels in molecular biology and therapeutic and patient management protocols make canine DLBCL a highly relevant spontaneous model for human DLBCL (30).

The aim of this study was to characterize the molecular mechanisms and identify the target genes that mediate the synergistic effects observed upon combined inhibition of the BTK and PI3K pathways by Ibrutinib and AS-605240, respectively, in a canine lymphoma model. For this purpose, we performed RNA-sequencing (RNA-seq) on CLBL-1, a canine B-cell line derived from a spontaneously occurring diffuse large B-Cell lymphoma (DLCL), upon single and combined treatment with Ibrutinib and AS-605240. We identified a total of 2,336 differentially expressed genes associated with biological processes relevant to lymphoma pathogenesis, including immune responses, lymphocyte proliferation, and apoptosis. Notably, 1,460 of these genes were exclusively differentially expressed upon the combined treatment with Ibrutinib and AS-605240, confirming their synergistic effect at molecular level. To gain deeper insights into the gene regulatory networks underlying this interaction, we then performed weighted gene co-expression network analysis [WGCNA (31, 32)]. This approach revealed a specific gene module exclusively associated with the combined treatment, with genes implicated in cellular metabolism, protein translation, and chromatin organization. Finally, thorough examination of the findings from integrated bioinformatics analyses within the context of the BTK and PI3K signaling pathways, revealed five potential primary gene candidates as targets of the synergistic treatment effect: *PAG1, PRKAR2A, ACACA, FOS*, and *PRKCA*.

## 2 Materials and methods

### 2.1 Cell line and culture condition

CLBL-1, the canine DLBCL cell line, was kindly provided by the developer of this cell line from the University of Veterinary Medicine in Vienna, Austria (33). CLBL-1 was cultured in a cell flask filled with RPMI-1640 medium, containing 10% heat-inactivated fetal bovine serum, and 1% penicillin-streptomycin (10,000 U/mL penicillin, 10 mg/mL streptomycin, Biochrom GmbH, Berlin, Germany). The cell flasks were set in an incubator at 37°C in a humidified atmosphere containing 5% CO_2_. The culture medium was replaced twice a week.

### 2.2 Kinase inhibitors

Two tyrosine kinase inhibitors, Ibrutinib (Ibr) and AS-605240 (AS) were purchased from Selleck Chemicals (Absource Diagnostics GmbH, Munich, Germany). According to the inhibitor handling instructions of the products, the powders of these inhibitors were dissolved in dimethyl sulfoxide (DMSO, Sigma-Aldrich Chemie GmbH, Steinheim, Germany) to prepare a stock solution with an initial concentration of 10 mM and stored at −80°C.

### 2.3 Inhibitor application experiment

CLBL-1 was seeded at the density of 3.3 × 10^5^ cells, separately incubated with serial end-concentrations of 1 μM Ibrutinib, 5 μM AS-605240 and their combination for different time periods. The concentrations for Ibrutinib and AS-605240 were chosen according to our previous study (18). Cells in the control group were cultured in the medium containing the same concentration of DMSO as the combined drug treatment group, i.e., 0.15% (v/v) the volume ratio of the inhibitor to total solution. When each respective time point was reached, incubated cells were harvested separately in order to assess the effects of inhibitors on cell proliferation, metabolic activity, and for RNA sequencing.

### 2.4 Trypan blue exclusion assay of cell viability

A total volume of 1.5 mL medium containing 5 × 10^5^ cells was seeded into each well of the 24-well plates, then exposed to the corresponding inhibitor or DMSO, two wells per treatment. When reaching 72 h, the cells were harvested and washed with PBS. The number of viable cells was determined by trypan blue dye exclusion (Marienfeld Superior, Lauda-Königshofen, Germany).

### 2.5 WST-1 cell proliferation/metabolic activity assay

A total volume of 150 μL medium containing 5 × 10^4^ cells was seeded into each well of the 96-well plates, then exposed to the corresponding inhibitor or DMSO, three wells per treatment. When reaching 72 h, 15 μL of pre-warmed WST-1 reagent was added into the cell suspension and medium background control, then incubated at 37° C for 2 h. Afterwards, the absorbance values of the samples against background control at 450 nm was detected by PromegaGloMax^®^-Multi Microplate Multimode Reader (Promega, Madison, WI, USA), and 750 nm was used as the reference wavelength.

### 2.6 Statistical analysis of cell proliferation and metabolic activity

The experiments of cell proliferation and metabolic activity were independently repeated at least four times. The significant difference between the DMSO, single-inhibitor, and combined-inhibitor exposure groups was evaluated in pairs using Tukey's multiple comparisons test of ordinary one-way ANOVA (34) (GraphPad Software, San Diego, USA). *P*-*values* ≤ 0.05 were considered to be significant.

### 2.7 RNA isolation for RNA-seq

A total volume of 6 mL medium containing 2 × 10^6^ cells was seeded into each well of 6-well plates, and then exposed to 1 μM Ibrutinib, 5 μM AS-605240, their combination, or DMSO, two wells per treatment. When reaching 24, 48, and 72 h respectively, incubated cells were harvested and washed three times with cool PBS and centrifuged at 200 × g for 8 min at 4°C. QIAzol^®^ Lysis Reagent (QIAGEN, Venlo, Netherlands) of 700 μL was added into the pellet of 5 × 10^6^ cells to lyse. Total RNA was isolated using the miRNeasy Mini Kit (QIAGEN, Venlo, Netherlands) referring to the manufacturer's Quick-Start Protocol. Genomic DNA contamination was prevented through the RNase-free DNase (QIAGEN, Venlo, Netherlands) digestion on the RNeasy^®^ Mini column. Finally, the concentration and quality of RNA in each sample was evaluated by Nanodrop Spectrophotometer ND1000 (PEQLAB Biotechnologie GmbH, Erlangen, Germany). The experiment was performed in triplicate, each replicate using CLBL-1 cells at a distinct passage number (121, 126, and 128).

### 2.8 RNA library construction and sequencing

Samples were prepared and sequenced in triplicates (Supplementary Table 1). A total RNA of 2 μg (with RNA integrity number >8) was used to prepare the sequencing libraries. Referring to the manufacturer's instruction, poly-A RNA was enriched and ligated to sequencing adapters with the NEBNext Ultra II RNA Library Prep Kit (New England Biolabs, Ipswich, USA). Single-end sequencing was conducted on IlluminaNextSeq500 sequencing platform (Illumina, San Diego, USA) to generate 75 bp-long reads. Raw data were deposited in the Gene Expression Omnibus (GEO) repository under the accession number GSE287971.

### 2.9 RNA-seq data preprocessing

Quality control was performed on raw sequencing data with FastQC [v0.11.9 (35)] and revealed no outliers among the samples. For each sample, reads from four lanes were pooled. Reads were mapped to the soft masked *Canine lupus familiaris* reference genome assembly CamFam3.1 (36, 37) and transcript quantification were simultaneously done with STAR [v2.7.5a (38)] using options “–quantMode GeneCounts” according to gene annotation from Ensembl (https://ftp.ensembl.org/pub/release-101/gtf/canis_lupus_familiaris/Canis_lupus_familiaris.CanFam3.1.101.chr.gtf.gz, last accessed in June 2024). The resulting bam files were indexed and sorted with SAMtools [v1.10 (39)] and mapping quality was assessed with qualimap [v2.2.a (39, 40)].

Genes associated with two or more reads across all samples of interest were considered expressed.

### 2.10 RNA-seq data analysis

#### 2.10.1 Gene expression values

Gene expression values were extracted from the “DESeq2” [v1.38.3 (41)] object derived from DESeqDataSetFromMatrix() (“design = ~1”) with the assay() function. Regularized-logarithm transformation was applied to the resulting matrix with the rlog() function.

#### 2.10.2 RNA-seq data clustering

Samples were clustered with the complete linkage method based on the expression value of each gene divided by its transcript length, using R's pheatmap() (42) function with default parameters. Dimensionality reduction was achieved with principal component analysis (PCA) to further verify sample clusters.

#### 2.10.3 RNA-seq data variance analysis

We evaluated sources of variation in gene expression across all samples based on linear regression models, using the R/Bioconductor package “variancePartition” (v1.32.5) (43, 44). Treatment type, incubation time, and cell passage number were assumed to be “fixed effects” and used as predictor variables for the expression value of each gene over each treatment, time point, and passage.

#### 2.10.4 Differential expression analysis

Differential expression analysis (DEA) was performed on expressed protein-coding genes using the DESeq() function of the “DESeq2” R package (v1.38.3) (41). Genes with a false discovery rate (FDR)-adjusted *P-value* ≤ 0.05 and an absolute log_2_ fold-change (log_2_ FC) >1 were considered differentially expressed.

On samples incubated with Ibr, AS, and IbrAS for 24, 48, and 72 h the analysis was performed using DMSO at the respective incubation times as control, adjusting for passage number, incubation time, and treatment (“design = ~ passage number + treatment and incubation time”). On samples of cells incubated with DMSO-only the analysis was done for 48 and 72 h using the 24 h sample as a reference, adjusting for passage number and incubation time (“design = ~ passage number + incubation time”).

#### 2.10.5 Principal component analysis (PCA) of differentially expressed genes

PCA was performed on the expression values of the differentially expressed genes using R's prcomp() (45) function.

#### 2.10.6 Weighted gene co-expression network analysis (WGCNA)

The top two-thirds of the expressed genes with highest expression values (10,138 genes) were considered for generating scale-free modules of co-expressed genes using the “WGCNA” R package (v1.72-5) (31, 32). The soft threshold power β was determined by calling the *pickSoftThreshold()* function on the matrix of gene expression values. β = 21 was the lowest power retaining approximate scale-free topology for a signed network (Supplementary Figure 1). A weighted adjacency matrix was generated from the gene expression matrix using the *adjacency()* function. The *TOMsimilarity()* function was used to compute the topological overlap matrix, which assesses the overlap of the neighborhoods of each pair of genes in the adjacency matrix and uses hierarchical clustering to group genes into “modules” based on their TOM-derived distances. Modules whose eigengenes had correlations >0.3 were merged to produce the final set of modules.

Associations between modules and treatments and/or incubation time were drawn from the linear regression models of eigengenes with treatment types or incubation times.

#### 2.10.7 Functional enrichment analysis

Functional enrichment analysis was performed with the enrichGO() function in the “clusterProfiler” R package (46). Only terms in the Gene Ontology (GO) category “biological processes” and pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) were considered. Due to the fact that annotation for the canine genome is limited, we performed the analyses on the human orthologs of the canine genes. Orthologs and Entrez Gene IDs were retrieved from the BioMart database using the useMart() and getBM() functions in the “biomaRt” R package (v.2.54.0) (47, 48). The “host” parameter was set to “https://aug2020.archive.ensembl.org/.” Terms with at least five annotated genes in the test list and a false discovery rate (FDR)-adjusted *P-value* ≤ 0.05 were considered enriched.

#### 2.10.8 Hub genes

Hubs were defined as the top 5% genes with the highest “degree” (i.e., sum of connection weights of a gene to all other genes in the module, computed with the intramodular Connectivity() function of the WGCNA package) that have a “module membership” (i.e., correlation of a gene to its module eigengene, computed with the signedKME() function of the WGCNA package) of at least 0.8. Top hubs were defined as the genes with the highest intramodular connectivity (*kWithin*) and were obtained with the choose TopHubInEachModule() function.

The networks of the top 25 hubs in each module were represented using Cytoscape (49) with the forced-directed layout proposed by Kamada and Kawai (50) using the R plugin RCy3 (51). Parameters were set to a spring force constant (m_nodeDistanceStrengthConstant) of 15, a global scaling factor (m_nodeDistanceRestLengthConstant) 200, and an anti-collision strength (m_anticollisionSpringStrength) of 1.

#### 2.10.9 Motif discovery

*De novo* motif discovery within the promoter (±500 bp from the transcription start site) of the genes in relevant modules and also differentially expressed was performed with XSTREME (52) from the MEME suite (v5.4.0) (53). Matches to motifs in the JASPAR CORE database (release 2024) (54) were used to identify the transcription factors putatively recognizing the motifs. Instances of the motifs within the promoters were located with FIMO (55), also from the MEME suite.

Motif logos were visualized using the view_motif() function of the “universalmotif” (version 1.20.0) (56) R package.

#### 2.10.10 Pathway based data integration and visualization

The “pathview” (v1.30.1) (57) R package was used to map log_2_ FCs onto the graphs of the KEGG (58, 59) pathways “*B cell receptor signaling pathway*” and “*PI3K-Akt signaling pathway*.” Specifically, we first identified the human orthologs of the canine genes that were differentially expressed or members of potentially relevant WGCNA modules. We then mapped the log_2_ FCs of the corresponding canine genes onto the KEGG pathways “hsa04662” and “hsa04151.” Entrez Gene IDs were used for this purpose. This approach allowed us to leverage the extensive annotation of human pathways to gain insights into the functional implications of gene expression changes in canine lymphoma. In particular, BTK occurs in “hsa04662” but not in “cfa04662.”

## 3 Results

### 3.1 Ibrutinib combined with AS-605240 amplifies anti-proliferative and anti-metabolic effects on CLBL-1

To investigate the impact of combined BTK and PIK3CG inhibition on CLBL-1 cells, we assessed their proliferation and metabolic activity upon treatment with 1 μM Ibrutinib (Ibr), 5 μM AS-605240 (AS), and the combination of 1 μM Ibrutinib and 5 μM AS-605240 (Ibr + AS). Ibr and AS were dissolved in DMSO and therefore, cells treated with DMSO-only were used as a control group. Proliferation was evaluated with the Trypan blue exclusion assay and metabolic activity with the WST-1 proliferation assay. Compared to the number of viable cells of 5.1 million in the control group, 6.5 million in the Ibr group, and 7.0 million in the AS group, the combination of Ibrutinib and AS-605240 reduced the number of viable CLBL-1 cells to 2.7 million (*P-value* < 0.001, Figure 1A). In addition, compared to the percentage of metabolic activity of 100.0% in the control group, 128.4% in the Ibr group, and 123.1% in the AS group, metabolic activity of CLBL-1 was reduced to 53.8% in the Ibr+AS group (*P-value* < 0.01, Figure 1B).

**Figure 1:**
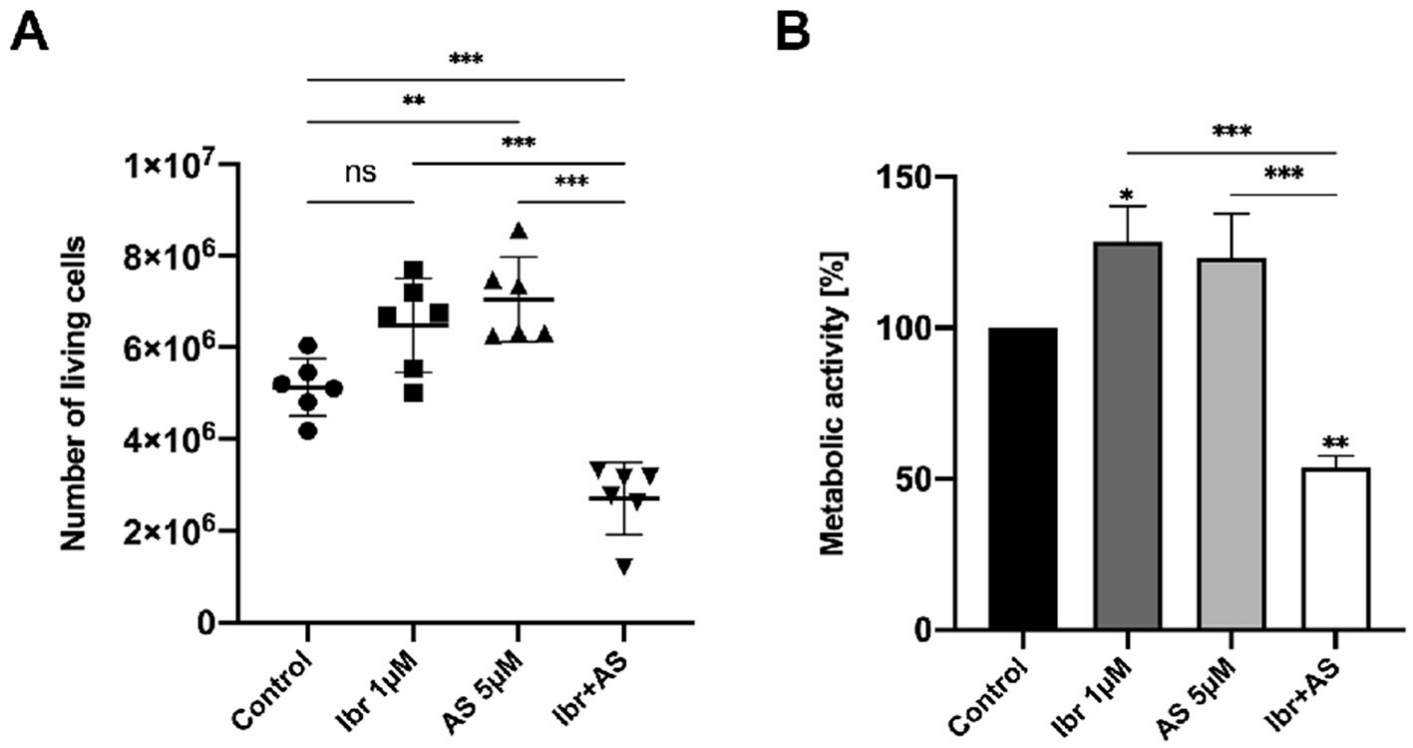
Combined application of Ibrutinib and AS-605240 for 72 h synergistically inhibits the proliferation and metabolic activity of CLBL-1. **(A)** Number of viable cells represented as dot plots. Means ± standard deviation (SD) of six independent experiments are shown. **(B)** Mean metabolic activity (%) compared to cells incubated with DMSO only, over three independent experiments. Error bars indicate one SD. Asterisks indicate statistical significance by a one-way Anova analysis with Tukey's multiple comparison test correction, with one, two or three asterisks if the *P*-*value* is below 0.05, 0.01, or 0.001, respectively.

### 3.2 Incubation with DMSO modulates gene expression changes driven by Ibrutinib and AS-605240

To elucidate the molecular mechanisms responsible for the observed amplification of anti-proliferative and anti-metabolic effects, we performed RNA-seq on CLBL-1 cells incubated with 1 μM Ibrutinib (Ibr), 5 μM AS-605240 (AS), 1 μM Ibrutinib, and 5 μM AS-605240 (Ibr + AS), or DMSO-only for 24, 48, and 72 h. 

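CLBL-1 cells of passages 121, 126 and 128, which are replicates 1, 2 and 3, were incubated with each of the 4 treatments for each of the 3 incubation times, which gave 36 libraries in 12 groups of 3. The DMSO concentration of the control was that of Ibr + AS, and that of the single treatments is not stated. A part of the solvent in the changes with Ibr or AS alone therefore cannot be excluded. The public label of DMSO 24 h replicate 3 gives passage 126 in its title and passage 128 in its passage field, and Supplementary Table 1 lists it under passage 128, which was used. The authors sequenced poly-A RNA as single-end reads, pooled the lanes of each library, mapped the reads to the CanFam3.1 assembly with STAR and deposited the number of reads that STAR counted on each gene of the Ensembl annotation, without normalization. Between 9941919 and 14703839 reads per library were counted on genes, with a median of 11888025. With DMSO, the counts ranged from 10910175 to 14703839 (median 13586352) at 24 h, from 11859040 to 13043278 (median 12577766) at 48 h and from 10646809 to 14581090 (median 12113181) at 72 h. For Ibr they ranged from 10041386 to 12836119 (median 11735883) at 24 h, from 10442839 to 11377939 (median 10786256) at 48 h and from 10021535 to 13517928 (median 12847496) at 72 h. For AS the range was 11476931 to 12816887 (median 11531704) at 24 h, 11917010 to 12409213 (median 12009271) at 48 h and 10859697 to 12345023 (median 11793510) at 72 h. Ibr + AS libraries held 11662056 to 13408790 (median 12957873) reads at 24 h, 11057415 to 12602220 (median 11566519) at 48 h and 9941919 to 12736326 (median 11409814) at 72 h. The counts were normalized for library size by edgeR's TMM method, and expression levels are given as read counts scaled to library size (CPM). Differential expression was then tested with edgeR's quasi-likelihood test in one fit of 35 libraries, with passage number and the 12 groups as terms and Ibr 72 h replicate 3 left out as in the paper. DMSO groups were compared with each other in a fit of the 9 DMSO libraries with passage number and incubation time as terms. As in the paper, a gene was called a DEG at a Benjamini-Hochberg adjusted p-value of at most 0.05 and an absolute log2 fold change (FC) above 1. The paper applied DESeq2 to protein-coding genes. The deposited table gives Ensembl identifiers without gene types or symbols, so genes of all types were tested, and symbols were taken from the given parts of Supplementary Tables 2 and 4, which pair 1068 identifiers with a symbol.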

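Of the genes of all types in the annotation behind the deposited counts, 9862 had no read in any of the 36 libraries. At least 2 reads over the 36 libraries were counted for 18730 genes (61.6%), and for 18670 genes over the 35 libraries used in the tests. The 11874 genes that pass edgeR's filterByExpr in those 35 libraries held 99.95% of all reads. Gene types could be compared only through the paper's own list, of which the given part of Supplementary Table 2 covers 667 of 15208 genes. Over the stretch of identifiers which that part covers, 677 genes of all types had at least 2 reads over the 35 libraries and the paper lists 667 of them. The other 10 genes are too few, and with 2 of them at a mean of at least 1 CPM too low, to show how many DEGs genes of other types add.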

Of the 19,947 protein-coding genes annotated in the canine reference genome assembly, about 76% (15,237) were considered expressed and retained for further analysis. Both hierarchical clustering of the Euclidean distance matrix and PCA of the gene expression profiles revealed one of the samples treated with Ibr for 72 h to be an outlier (Supplementary Figures 2A, B); this sample was consequently discarded in subsequent investigations. 

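Euclidean distances between libraries were computed on the regularized logarithm (rlog) of the counts of 18730 genes. Ibr 72 h replicate 3, from passage 128, lay at a mean distance of 16.78 from the other 2 libraries of its group. In this measure it ranked 11 among the 36 libraries, and the largest value was 24.85 for Ibr + AS 24 h replicate 1. Its mean distance to the DMSO 48 h libraries was 15.79 and to the AS 72 h libraries 15.89, both shorter than to its own group. Its distance to the DMSO 72 h libraries was 22.92. On log2 CPM in place of rlog values, it ranked 16, and DMSO 48 h was again the nearest other group. The 3 Ibr 48 h libraries, Ibr + AS 24 h replicate 1 and Ibr + AS 72 h replicate 3 also lay nearer to another group than to their own on both scales, and Ibr + AS 24 h replicates 2 and 3 did on rlog values only. On rlog values the nearest group of each of these libraries had the same treatment, unlike that of Ibr 72 h replicate 3. On log2 CPM, Ibr 48 h replicate 2 was also nearest to another treatment, AS 48 h.

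**Figure D1:**
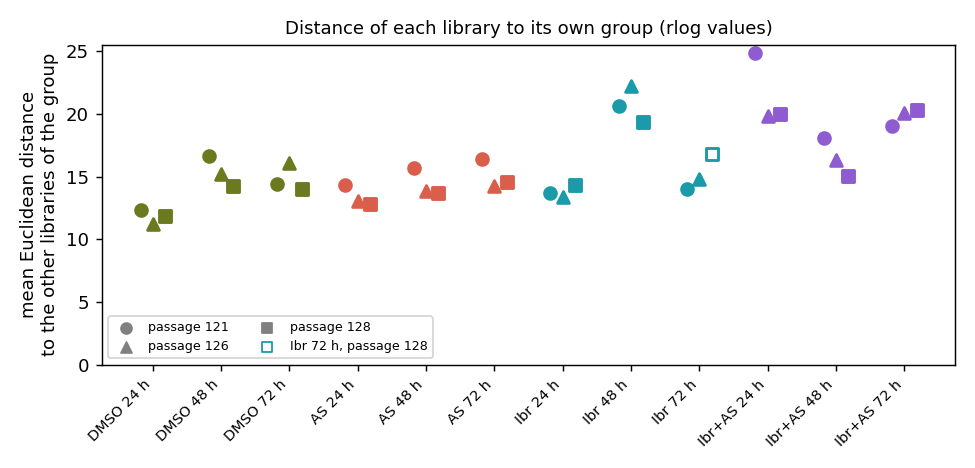
Mean Euclidean distance (rlog values, y axis) of each of the 36 libraries to the other libraries of its group, by treatment and incubation time (x axis), with the passages as symbols and Ibr 72 h of passage 128 as an open square. The open square sits at 16.78, and Ibr + AS 24 h of passage 121 is the highest point at 24.85.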

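The share of each gene's variation that treatment, incubation time and passage number explain was computed with a linear model of these 3 fixed effects on the rlog values of 18670 genes in 35 libraries. On average over genes, treatment explained 27%, incubation time 8.94% and passage number 5.35% of the variation. Treatment had the largest of the 3 shares in 69.5% of the genes, incubation time in 18.7% and passage number in 11.8%. The share of treatment moved most with the genes limited to those that pass filterByExpr, to 35.4%, and the shares of incubation time and passage number moved most without passage 121, to 12.1% and 3.08%.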

As anticipated, treatment type had the strongest effect on gene expression variation (30%), followed by the incubation time (10%), and lastly the cell passage number (5%) (Section 2; Supplementary Figure 2C).

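Across the 9 comparisons of a treatment with DMSO at the same incubation time, 3012 genes were called DEGs at least once, of 18670 genes tested. In 8 simulated data sets in which no treatment changed any gene, drawn from the means, spreads and library sizes of the real samples with the same DMSO libraries shared between comparisons, the mean of this union was 6.75 genes and the highest value 9. Testing for a log2 FC beyond 1 with edgeR's glmTreat, in place of the separate limits on p-value and log2 FC, moved the union most, to 946 genes. For Ibr + AS at 48 h, the genes with a symbol that rose most, in every passage, were HMOX1, FBXO32 and MTSS1. HMOX1 (ENSCAFG00000001711) had 58.2 ± 13.8 CPM (SD, n = 3) with Ibr + AS and 4.4 ± 0.641 with DMSO, a log2 FC of 3.71 (standard error 0.35, adjusted p = 1.14e-08, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 FC of MTSS1 (ENSCAFG00000001050) was 2.87 and that of FBXO32 (ENSCAFG00000001007), which had 3 to 5 reads per DMSO library, was 2.92. TPH2, SERPINB2 and AKAP12 fell most. TPH2 (ENSCAFG00000000462) had 1 read in each of the 3 Ibr + AS libraries, at or under the limit of 3 counts, and was at least 6.34-fold lower than with DMSO, where 17 to 32 reads per library were counted. The log2 FC of SERPINB2 (ENSCAFG00000000059), with 2 to 6 reads per Ibr + AS library, was -2.91, and that of AKAP12 (ENSCAFG00000000419) was -2.77.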

Differential expression analysis comparing each treatment group at each incubation time to its respective control group (cells incubated only with DMSO for the same period) while adjusting for passage number identified a total of 2,336 DEGs (Supplementary Table 2). These genes were associated with adaptive immune response, lymphocyte-mediated immunity, lymphocyte proliferation, T-cell activation, negative regulation of megakaryocyte differentiation, glycolysis, leukocyte cell-cell adhesion, sterol metabolism, cytokine production, and apoptosis, among other biological processes (Supplementary Table 3). Hierarchical clustering and PCA of the expression values of the DEGs confirmed that the samples could be separated based on treatment type and incubation time (Figures 2A, B). 

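Principal component analysis of the rlog values of the 3012 DEGs in 35 libraries placed 54.9% of the variance on the first and 19% on the second component. Treatment explained 92.4% of the differences between libraries on the first component, and incubation time 5.28%. On the second component, incubation time explained 28.9% and treatment 21.5%, while the 12 groups of treatment and incubation time together explained 97.4%. Passage number explained 0.0511% and 0.73%. Groups incubated with Ibr + AS had the highest mean scores on the first component, from 10.8 ± 4.1 (SD, n = 3) at 72 h to 18.4 ± 2.9 (n = 3) at 24 h, and DMSO had the lowest, from -8.28 ± 0.24 (n = 3) at 24 h to -13.4 ± 0.27 (n = 3) at 72 h. On the second component, DMSO 72 h lay farthest from the rest at -15 ± 0.18 (n = 3). Since the genes were selected as DEGs of these groups, separation of the groups is partly built into their choice. The alternative that moved the shares most was log2 CPM in place of rlog values, with 40.6% and 15.3%.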

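Of the treatment DEGs, 873 (29%) were also DEGs of DMSO at 48 h or 72 h against DMSO at 24 h. For 580 of them (66.4%), each change with treatment had the opposite direction to the change of DMSO from 24 h to 72 h, for 165 each had the same direction, and for 128 both occurred. At 24 h, 344 of the Ibr + AS DEGs were DEGs of DMSO and 19.8% of these had the opposite direction. The comparisons at 24 h share the DMSO 24 h libraries with the comparison of DMSO over time, which by itself makes changes in the same direction more frequent. Among the 705 DMSO 72 h DEGs with a mean of at least 1 CPM, the log2 FC of Ibr + AS at 24 h had the opposite sign in 31.1%, against a mean of 42.1% in the simulated data sets without treatment effects. At 72 h, 290 of the AS DEGs, 467 of the Ibr DEGs and 573 of the Ibr + AS DEGs were DEGs of DMSO, and 99.3%, 98.7% and 97.6% of these had the opposite direction. The comparisons at 72 h share the DMSO 72 h libraries with the comparison of DMSO over time, which by itself makes opposite changes more frequent. Among the 705 genes, the log2 FC at 72 h had the opposite sign in 94.2% for AS, 95.2% for Ibr and 91.6% for Ibr + AS, against means of 58.6%, 58.2% and 58.7% in the simulated data. To measure the change over time without shared libraries, the genes that changed in DMSO were called in 2 passages and followed in the remaining one. From 24 h to 72 h their median log2 change in the direction of DMSO was 1.28 ± 0.021 (mean ± SD of the passages, n = 3) with DMSO, 0.466 ± 0.035 (n = 3) with AS, 0.171 ± 0.045 (n = 2) with Ibr and -0.194 ± 0.05 (n = 3) with Ibr + AS, so that the treatments differed from DMSO by more than the spread between passages. In the Ibr 72 h library of passage 128 that was left out, it was 0.5.

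**Figure D2:**
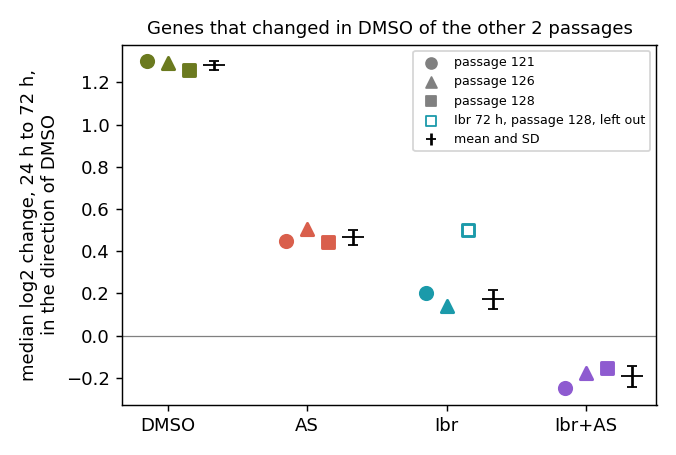
Median log2 change from 24 h to 72 h (y axis), in the direction of the change in DMSO, of genes that changed in DMSO of the other passages, by treatment (x axis). Symbols are passages, bars are the mean and SD, and the open square is the Ibr 72 h library left out; the means are 1.28 for DMSO, 0.466 for AS, 0.171 for Ibr and -0.194 for Ibr + AS.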

A large portion of these genes (636; 27%) were also differentially expressed across incubation times for cells treated only with DMSO, albeit often discordantly (Figure 2C). Indeed, we identified 65 and 758 DEGs when comparing the control groups incubated for 48 and 72 h, respectively, to the one incubated for 24 h. These DEGs were associated with biological processes similar to the ones related to the treatments, including antigen processing and presentation, positive regulation of T-cell proliferation, regulation of leukocyte cell-cell adhesion, response to hypoxia, glycolysis, sterol metabolism, cytokine production, and apoptosis, confirming previous reports that DMSO has diverse effects on cellular activity [e.g., (60)] (Supplementary Table 3). These observations underscore the complexity of assessing drug-specific mechanisms in biological systems.

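In the fit of the 9 DMSO libraries, which covered 16468 genes, 118 genes were DEGs at 48 h (106 higher and 12 lower than at 24 h) and 1048 at 72 h (795 higher and 253 lower). Of the 118 genes, 105 were also DEGs at 72 h, each with the same direction. Both comparisons use the DMSO 24 h libraries, which by itself makes shared calls in the same direction more frequent. Under glmTreat, which moved both counts most, 22 and 341 genes were called. Without passage 128, the count at 48 h was 76, of which 61 were higher.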

**Figure 2:**
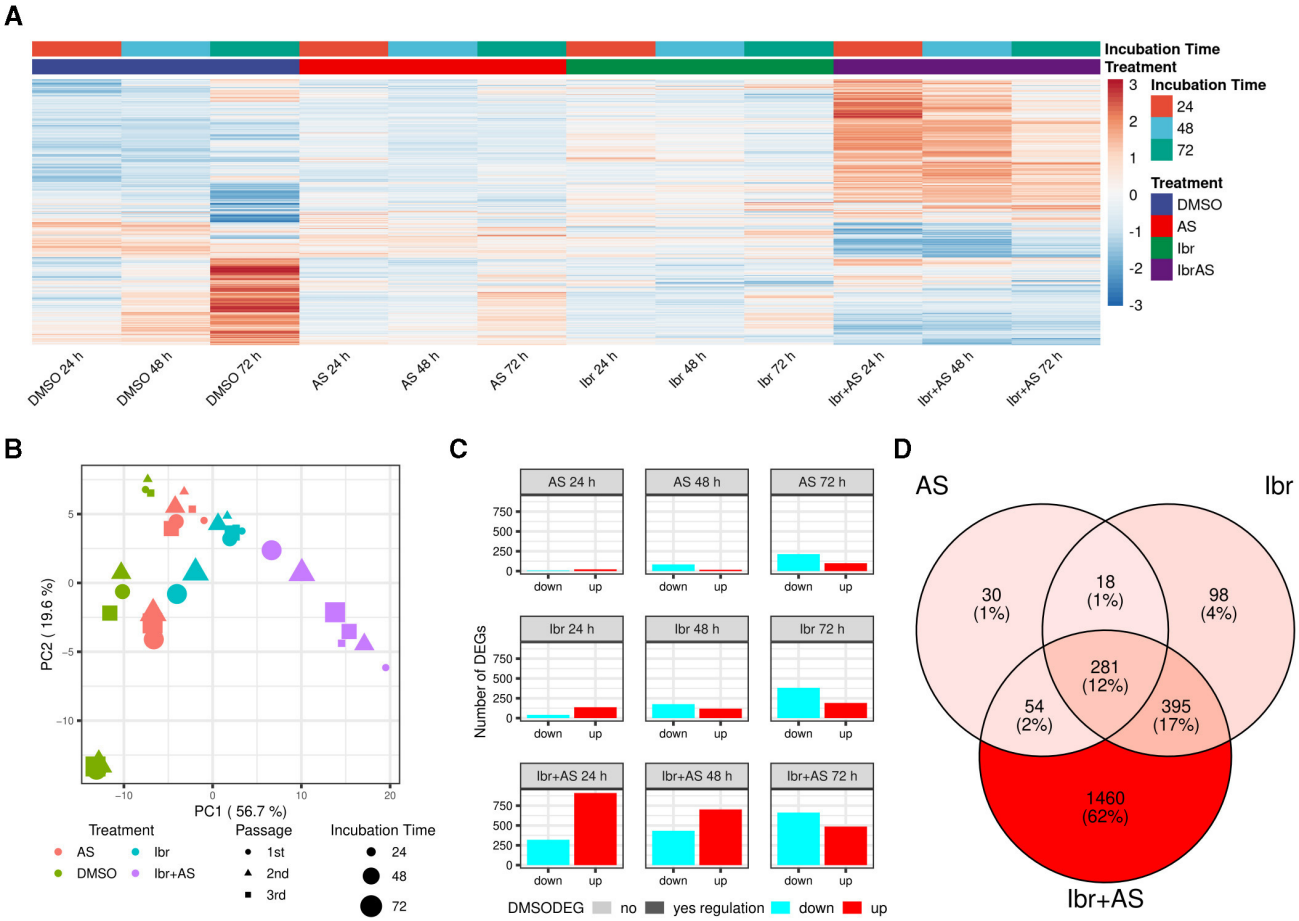
Ibrutinib and AS-605240 synergistically induce gene expression changes in CLBL-1. **(A)** Expression values of all 2,336 DEGs across treatments and incubation times. Expression values were scaled across all sample groups to a mean of zero and a standard deviation of 1 for each gene. Genes were hierarchically clustered with complete linkage based on the Euclidean distance of their expression profiles. Most lowly and highly expressed genes are evidently present in the combined Ibr + AS treatment groups across all time points and upon incubation with DMSO for 72 h, whereby a discordant trend is visible. **(B)** PCA plot showing how samples clustered based on the expression values of their DEGs. Samples cluster by treatment type and then by incubation time (57% and 20% variance explained, respectively). **(C)** Bar plot showing the number of up- (red) and downregulated (cyan) DEGs per treatment (rows) and incubation time (columns). Genes exhibiting differential expression in the DMSO control group at 48 or 72 h, relative to DMSO at 24 h, are highlighted in bold opacity. **(D)** Venn diagram illustrating the overlap of DEGs identified upon single Ibr, AS, or combined Ibr + AS treatment. The shades of red indicate the relative number of DEGs within each subset, with darker shades representing a higher number of DEGs. The combined Ibr + AS treatment accounted for the highest number of exclusively differentially expressed genes (1,460; 62%). Only 281 (12%) genes were differentially expressed in all three treatment groups.

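Only Ibr + AS changed 1841 genes (61.1% of the treatment DEGs) past the limits at any incubation time. Whether such genes differ between treatments was tested by comparing Ibr + AS directly with Ibr and with AS at the same incubation time. At 24 h, 1342 genes were DEGs with Ibr + AS and with neither single treatment, and 352 of them (26.2%) were also past the limits in both direct comparisons, while 647 were in neither. At 48 h, these numbers were 1127, 295 (26.2%) and 478. At 72 h they were 829, 158 (19.1%) and 504. Over all genes, 537 genes at 24 h, 518 at 48 h and 323 at 72 h were past the limits between Ibr + AS and Ibr, and 889, 1002 and 601 between Ibr + AS and AS. The comparison with Ibr at 72 h rests on 2 Ibr libraries, and it called 200 genes without the 72 h libraries of passage 128 and 587 without passage 121 but with the third Ibr 72 h library. At 48 h, the comparison with Ibr called 324 genes without passage 126.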

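DEGs of all 3 treatments, at the same or at different incubation times, numbered 346 (11.5%). Their log2 FCs had the same direction in all 3 treatments for 257 genes at 24 h, 271 at 48 h and 325 (93.9%) at 72 h. Part of this agreement is built in, since the genes were selected as DEGs of all 3 treatments against the same DMSO libraries. How large that part is was not tested for these genes. The median absolute log2 FC at 24 h was 0.43 for AS, 0.57 for Ibr and 1.03 for Ibr + AS, and at 72 h it was 1.38, 1.71 and 2.01. With genes whose fold change is only a lower bound, because all libraries of a group held 3 counts or fewer, set to that bound, the medians at 72 h were 1.33, 1.59 and 1.89.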

### 3.3 The combination of Ibrutinib and AS-605240 has synergistic effects on gene expression

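Counted over the 3 incubation times, 1045 genes were DEGs of Ibr (34.7% of the treatment DEGs), 496 of AS (16.5%) and 2782 of Ibr + AS (92.4%). Across 10780 genes with a mean of at least 1 CPM, which are not independent replicates, the log2 FCs of AS and Ibr correlated with Pearson's r of 0.758 at 24 h, 0.756 at 48 h and 0.83 at 72 h. Between Ibr and Ibr + AS, r was 0.84, 0.774 and 0.796, and between AS and Ibr + AS 0.693, 0.554 and 0.724. Because each pair of treatments is compared with the same DMSO libraries, simulated treatments without any effect gave mean r values from 0.435 to 0.499. AS and Ibr + AS at 48 h had the same sign in 62.3% of the genes, below the 66.3% of the simulated data.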

While DEGs associated with single treatment with Ibr (792) or AS (383) only made up a small fraction of the DEGs (34% and 16%, respectively), the DEGs upon the combined Ibr + AS treatment (2,190) accounted for 94% of all DEGs (Figures 2C, D). 

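With AS, 37 genes were DEGs at 24 h, 114 at 48 h and 409 at 72 h. Ibr gave 210, 374 and 745 DEGs, and Ibr + AS 1542, 1435 and 1405. With every library reduced at random to 9941919 reads, the smallest total, the counts for Ibr + AS were 1487, 1376 and 1364 and those for AS 36, 103 and 381. Each comparison fitted on the libraries of its own groups only gave 78 DEGs for AS at 24 h. Without passage 126, and with the third Ibr 72 h library kept in its place, Ibr gave 468 DEGs at 72 h. The difference between the effect at 72 h and the effect at 24 h was itself past the limits for 325 genes with AS, 732 with Ibr and 1466 with Ibr + AS.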

Intriguingly, the total number of DEGs for both Ibr and AS single treatments increased over the incubation time, but we observed virtually no change in the total number of DEGs for the combined Ibr + AS treatment (Figure 2C). Additionally, single treatments induced a higher number of up-regulated than down-regulated DEGs at 24 h, with a subsequent shift toward down-regulation at 48 and 72 h, but the combined Ibr + AS treatment showed down-regulation as the dominant trend only at 72 h. 

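Of the DEGs of AS, 27 were higher and 10 lower than with DMSO at 24 h, 19 higher and 95 lower at 48 h, and 133 higher and 276 lower at 72 h. For Ibr, 163 were higher and 47 lower at 24 h, 166 higher and 208 lower at 48 h, and 242 higher and 503 lower at 72 h. Ibr + AS raised 1151 and lowered 391 genes at 24 h, raised 908 and lowered 527 at 48 h, and raised 603 and lowered 802 at 72 h. Another normalization (DESeq2's size factors through edgeR's RLE method) or another tool moved the share of higher genes by at most 5.5 percentage points. Leaving out a passage moved it more for AS at 24 h, where 24 genes were higher and 22 lower without passage 121, 30 and 6 without passage 126, and 27 and 16 without passage 128. With the third Ibr 72 h library kept, AS raised 39 genes at 48 h without passage 126, and Ibr raised 159 and lowered 309 at 72 h without passage 126 and lowered 334 without passage 121.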

As anticipated, most of the genes that were differentially expressed upon single treatment were also differentially expressed upon the combined Ibr + AS treatment: only 146 genes (6%) were exclusively differentially expressed upon either single Ibr (116) or AS (48) treatment (Figure 2D; Supplementary Figure 3). These genes were not associated with any specific biological processes. In contrast, the 281 (12%) genes differentially expressed upon all types of treatments were involved in antigen processing and presentation, sulfur amino acid transport, steroid and cholesterol steroid metabolic processes, and leukocyte-mediated cytotoxicity chemotaxis, steroid metabolic processes, and organic molecule transport, among other biological processes (Supplementary Table 3). Furthermore, the 1,460 genes that were only differentially expressed upon the combined Ibr + AS treatment were associated with biological processes including adaptive immune response, T-cell apoptotic process, leukotriene D4 metabolic process, leukocyte proliferation, glutathione catabolic process, and GTPase-mediated signal transduction (Supplementary Table 3). These findings are in agreement with synergistic effects observed for Ibr and AS in the proliferation and metabolic activity assays.

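Single treatments alone accounted for 230 DEGs (7.64%) that were not DEGs of Ibr + AS at any incubation time, of which 182 were DEGs of Ibr and 72 of AS. Within the same incubation time, 188 of the Ibr DEGs at 24 h were also DEGs of Ibr + AS, 294 at 48 h and 526 at 72 h. For AS, the shared DEGs numbered 33, 90 and 292. All of these shared DEGs had the same direction in the single and the combined treatment. Because both are compared with the same DMSO libraries, a shared chance value can place a gene in both lists. The simulated data without treatment effects held at most 3 calls in any comparison. Without true effects, however, the adjustment of p-values admits far fewer genes than in the real data. The simulated data therefore do not bound how many shared DEGs arise in this way.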

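A combined change equal to the sum of the single changes on the log2 scale was taken as additive, and the departure from it, the log2 FC of Ibr + AS less those of Ibr and of AS, was tested for each gene in the fit of 35 libraries. The departure was past the limits for 167 genes at 24 h, 425 at 48 h and 488 at 72 h. A gene counted as beyond the sum where its combined change was larger in absolute size than the sum. It counted as short where that change was smaller. Either kind can include genes whose combined change ran opposite to the sum. At 24 h, the combined change went beyond the sum in 119 of the 167 genes (71.3%) and fell short of it in 48. At 48 h, it went beyond the sum in 207 (48.7%) and fell short in 218. At 72 h, it went beyond in 102 (20.9%) and fell short in 386. A change of the DMSO control that treated cells lack enters each single change, so the sum carries more of it than the combined change does. By itself it makes the combined change fall short. For genes that changed in DMSO, the median log2 change from 24 h to 72 h was 1.28 with DMSO and 0.466 or less with the treatments. The split at 72 h therefore does not separate this change from an interaction of the inhibitors. The splits also depend on the passages. At 24 h, 137 genes went beyond and 94 fell short without passage 121 (59.3% beyond), and 177 and 42 without passage 128 (80.8%). At 48 h, 109 went beyond and 177 fell short without passage 126. At 72 h, with the third Ibr 72 h library kept, 227 went beyond and 482 fell short without passage 121, and 175 and 350 without passage 126. Under glmTreat, the alternative that moved these counts most, 0 genes were called at 24 h, where 249 had an unadjusted p-value under 0.05, and 9 and 48 genes at the later times. Of the Ibr + AS DEGs, 114 of 1542 (7.39%) at 24 h, 182 of 1435 (12.7%) at 48 h and 202 of 1405 (14.4%) at 72 h departed from additivity, and at 48 h 94 did without passage 126. In the direction of the combined change, the median summed single log2 FC of these DEGs was 1.05 at 24 h, 1.15 at 48 h and 1.69 at 72 h, against a median combined log2 FC of 1.54, 1.51 and 1.58. The DEGs were selected by their combined change, which by itself raises the combined median relative to that of the sum. For between 274 and 300 genes per incubation time 1 of the groups held 3 counts or fewer in all libraries; with these genes at their bound, the medians were 0.878 against 1.34 at 24 h, 0.914 against 1.33 at 48 h and 1.46 against 1.38 at 72 h. Among genes with a symbol at 48 h, HMOX1 departed most in the positive direction, by 2.42 (standard error 0.54, adjusted p = 3.42e-03, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), followed by DEPTOR (ENSCAFG00000000885) with 2.21 and PMEL (ENSCAFG00000000080) with 2.15. NEBL (ENSCAFG00000004130) departed by -1.93, SERPINB2 by -1.80 and SLC4A4 (ENSCAFG00000002939) by -1.44. SLC4A4 counted as short, yet its combined change ran opposite to the sum. It had 47.1 CPM with Ibr + AS at 48 h, 62.9 with DMSO, 99.1 with Ibr and 81.4 with AS. Without passage 126, the departures of HMOX1 (2.41), SERPINB2 (-1.07) and SLC4A4 (-1.46) were not called. The paper lists the genes changed by single treatments only, by all treatments and by Ibr + AS only, with any associated processes. It states that these findings accord with the synergy seen in the proliferation and metabolic activity assays.

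**Figure D3:**
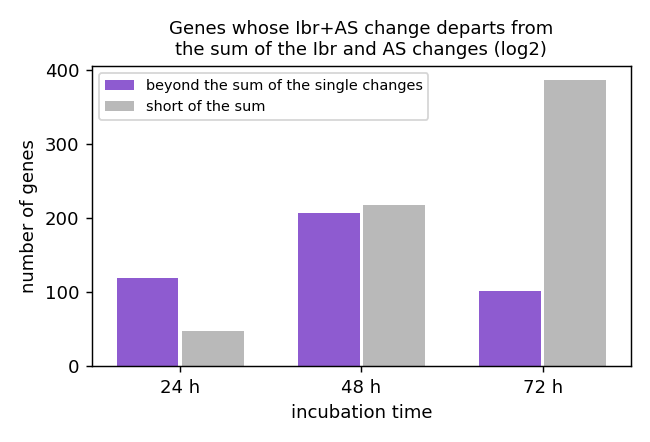
Number of genes (y axis) at each incubation time (x axis) whose Ibr + AS log2 FC departed from the sum of the Ibr and AS log2 FCs, split into genes beyond the sum and genes short of it. Beyond and short refer to absolute size, and either kind can include genes whose combined change ran opposite to the sum. Genes short of the sum at 72 h can also arise from the change of the DMSO control. Genes beyond the sum numbered 119, 207 and 102 and genes short of it 48, 218 and 386; without passage 121 they were 137 and 94 at 24 h, and without passage 126 109 and 177 at 48 h.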

### 3.4 Co-expression network analysis identifies five gene clusters associated with single or combined treatments

To better characterize the transcriptional responses induced by the different treatments, we applied weighted gene co-expression network analysis (WGCNA) and identified nine clusters of co-expressed genes or *modules* (Section 2; Figure 3A). The number of genes in each module ranged from 75 to 3,888 genes, with a median of 650. A total of 626 genes were not co-expressed with other genes, and thus, not assigned to any module (*gray*).

**Figure 3:**
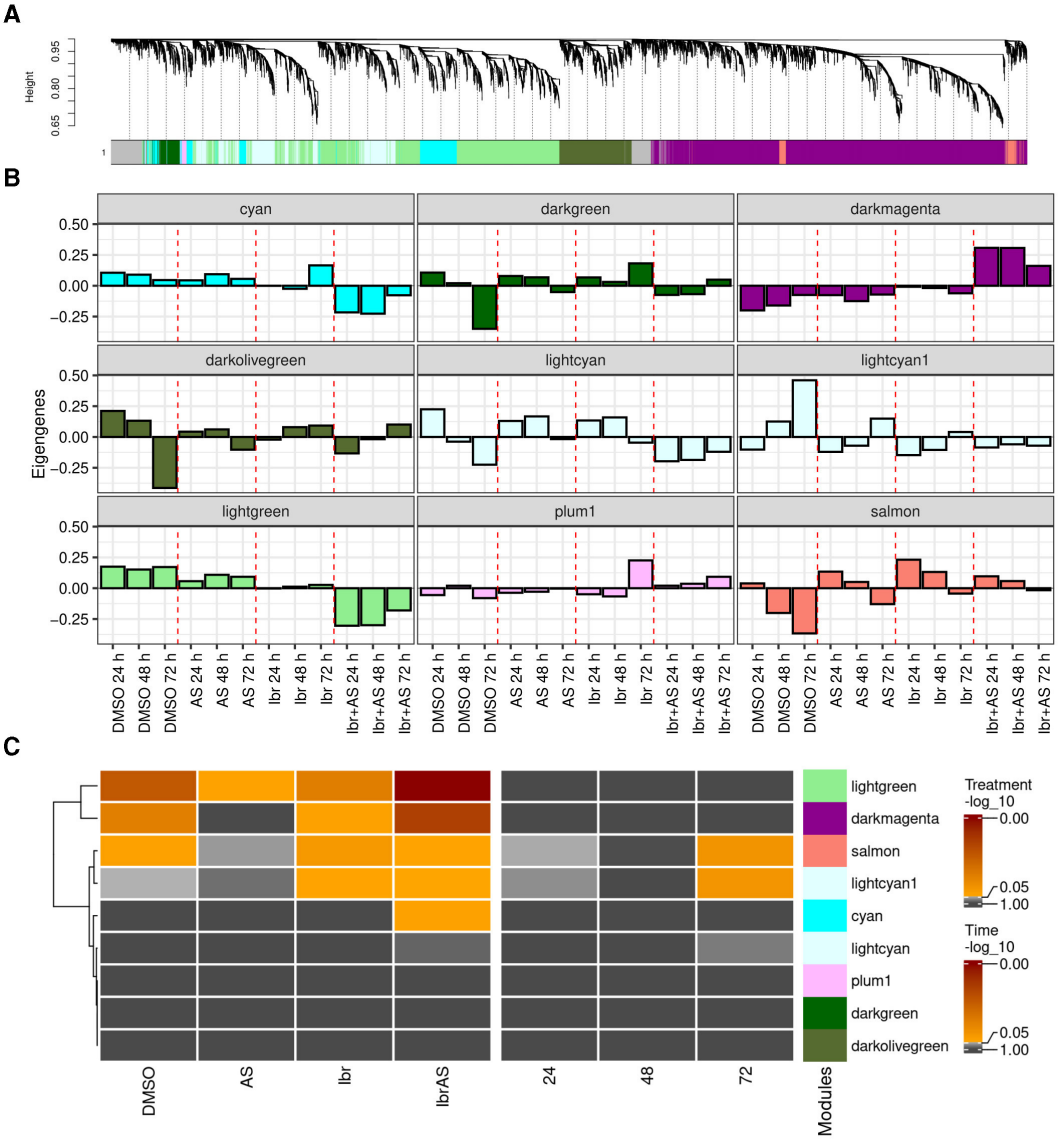
WGCNA revealed nine distinct gene modules, with five of them (*cyan, darkmagenta, lightcyan1, lightgreen, and salmon)* being potentially relevant to treatment response. **(A)** Average linkage hierarchical clustering dendrogram of the top two-third of the expressed genes with highest expression values. The color bars below the dendrogram (*x*-axis) show the module assignment of each gene, with gray representing unassigned genes. The *y*-axis (“Height”) represents the dissimilarity between genes, calculated based on their topological overlap (Supplementary Figures 1C, E). Higher heights indicate stronger dissimilarity. **(B)** Eigengenes of each treatment and incubation time averaged over passage reveal the expression profile of the combined Ibr + AS treatment to have the strongest (also negative) correlation to PC1 of the expression matrix of genes within the *darkmagenta, cyan*, and *lightgreen* modules compared to the eigengenes of the other treatments. **(C)** Heatmaps indicating linear regression-derived associations between the module eigengenes (*y*-axis) and treatment type and incubation times (*x*-axis). The color of the heatmaps represents the (–log_10_ value of the) false discovery rate (FDR).

In WGCNA, patterns inherent to modules are captured by their *eigengenes*, which can be thought of as weighted average expression profiles (Figure 3B) (32). Linear regression analysis of the eigengenes as a function of treatments and incubation times revealed that the *cyan* (*N* = 700), *darkmagenta* (*N* = 3,888)*, lightgreen* (*N* = 2,416), *lightcyan1* (*N* = 650), and *salmon* (*N* = 211) modules were potentially relevant to our research question, since they were associated with one or more treatments (Figure 3C). In particular, the *darkmagenta* module comprised *BTK*, the primary target of Ibrutinib. Compared to other treatments, genes in the *cyan, lightcyan1*, and *lightgreen* modules tended to exhibit lower expression levels upon combined Ibr + AS treatment. Conversely, genes within the *darkmagenta* and *salmon* modules demonstrated higher expression levels following the combined Ibr + AS treatment (Supplementary Figure 4). 

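Module membership was taken from the given parts of Supplementary Tables 2 and 4, which hold 179 of the 2416 genes of the lightgreen module and, as parts of larger modules, 47 genes of cyan and 59 of lightcyan1, so the values describe these genes only. With Ibr + AS at 48 h, the median log2 FC against DMSO was -0.37 over the cyan genes, of which 44 were lower, and -0.48 over the lightgreen genes, of which 175 were lower. At 24 h the medians were -0.39 and -0.50, and at 72 h -0.15 and -0.42. For the single treatments at 48 h, the median over the lightgreen genes was -0.15 for Ibr and -0.04 for AS. The median over the lightcyan1 genes with Ibr + AS was 0.02 at 24 h, -0.25 at 48 h (54 lower) and -0.74 at 72 h (all 59 lower).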

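For darkmagenta, 321 of the 3888 genes were given. Their median log2 FC with Ibr + AS was 0.49 at 24 h, 0.40 at 48 h and 0.18 at 72 h, with 311, 305 and 215 genes higher than with DMSO. For the single treatments at 48 h it was 0.14 with Ibr and 0.03 with AS. For salmon, 19 genes were given, a part of the module, and the median with Ibr + AS was 0.16 at 24 h, 0.30 at 48 h and 0.35 at 72 h. At 48 h all 19 genes were higher with each of the 3 treatments, and their median was 0.43 with Ibr and 0.34 with AS.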

The *darkmagenta, lightgreen*, and *salmon* modules were associated with one or two of the single treatments and/or the combined Ibr + AS treatment. In contrast, the *cyan* module was exclusively associated with the combined Ibr + AS treatment and the *lightcyan1* module was only associated with the single Ibr treatment. 

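Over the 47 cyan genes given, the median log2 FC with Ibr was -0.12 at 24 h, -0.07 at 48 h and 0.07 at 72 h, and with AS -0.06, 0.06 and 0.02. None of these 47 cyan genes was a DEG of a single treatment. Table 1 of the paper lists NUTM1, a cyan gene not among them, as lower with Ibr at 48 h by more than the log2 FC limit. Over the 59 lightcyan1 genes given, the median with Ibr was -0.03 at 24 h, -0.34 at 48 h and -0.54 at 72 h, and with AS -0.05, -0.28 and -0.40. Ibr had 14 DEGs among these genes at 72 h, AS 7 and Ibr + AS 16, all lower than with DMSO. No association test was run on these partial lists.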

The *lightcyan1* and *salmon* modules were the only modules associated with incubation time.

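In cells incubated with DMSO only, the 59 lightcyan1 genes given were all higher at 72 h than at 24 h, with a median log2 FC of 0.79, and 17 of them were DEGs. Of the 19 salmon genes given, 17 were lower, with a median of -0.34. Over the genes given for the other 3 modules, this median was -0.06 for cyan, 0.16 for darkmagenta and 0.02 for lightgreen.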

Functional enrichment analysis of potentially relevant modules suggested their involvement in distinct biological processes (Supplementary Table 3). Thus, the genes of the *cyan* module play roles in cellular metabolism and signaling and in protein synthesis and regulation). The genes in the *darkmagenta* module are related to immune function and T-cell function, cellular clearance and recycling processes, energy production, and mitochondrial function. The *lightcyan1* module contains genes important for cellular metabolism and homeostasis and protein trafficking and modification. The genes in the *lightgreen* module are associated with cell cycle regulation and DNA maintenance, and cellular organization and nucleotide metabolism. Finally, the *salmon* module was not associated with specific biological processes, indicating its implication in diverse cellular functions.

In summary, this analysis confirms that Ibr and AS may have complementary mechanisms of action.

### 3.5 A substantial portion of DEGs were found within modules potentially relevant to treatment responses

Of the 9,512 genes in the (non-gray) modules, 1,693 (18%) were differentially expressed. Among them, virtually all (1,617, 95%) were members of modules potentially relevant to treatment response (*cyan, darkmagenta, lightcyan1, lightgreen*, and *salmon*) (Figure 4A; Supplementary Figure 5). Conversely, four of the five modules exhibiting the greatest proportion of DEGs were potentially relevant to treatment response: *lightcyan1* (227 DEGs, 35% of its members), *darkmagenta* (904 DEGs, 23% of its members), *lightgreen* (450 DEGs, 19% of its members), and *salmon* (211 DEGs, 11% of its members; Figure 4A; Supplementary Figure 5). 

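Among the module genes given, 19 of 59 in lightcyan1 (32.2%), 74 of 321 in darkmagenta (23.1%), 40 of 179 in lightgreen (22.3%), 2 of 19 in salmon (10.5%) and 1 of 47 in cyan (2.13%) were DEGs of at least 1 treatment. These shares cover only part of each module, and no test of enrichment was made on them.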

DEGs in relevant modules were related to biological processes such as immune response, leukocyte proliferation and apoptosis, acetyl-CoA metabolic process, and sterol biosynthesis (Figure 4B).

**Figure 4:**
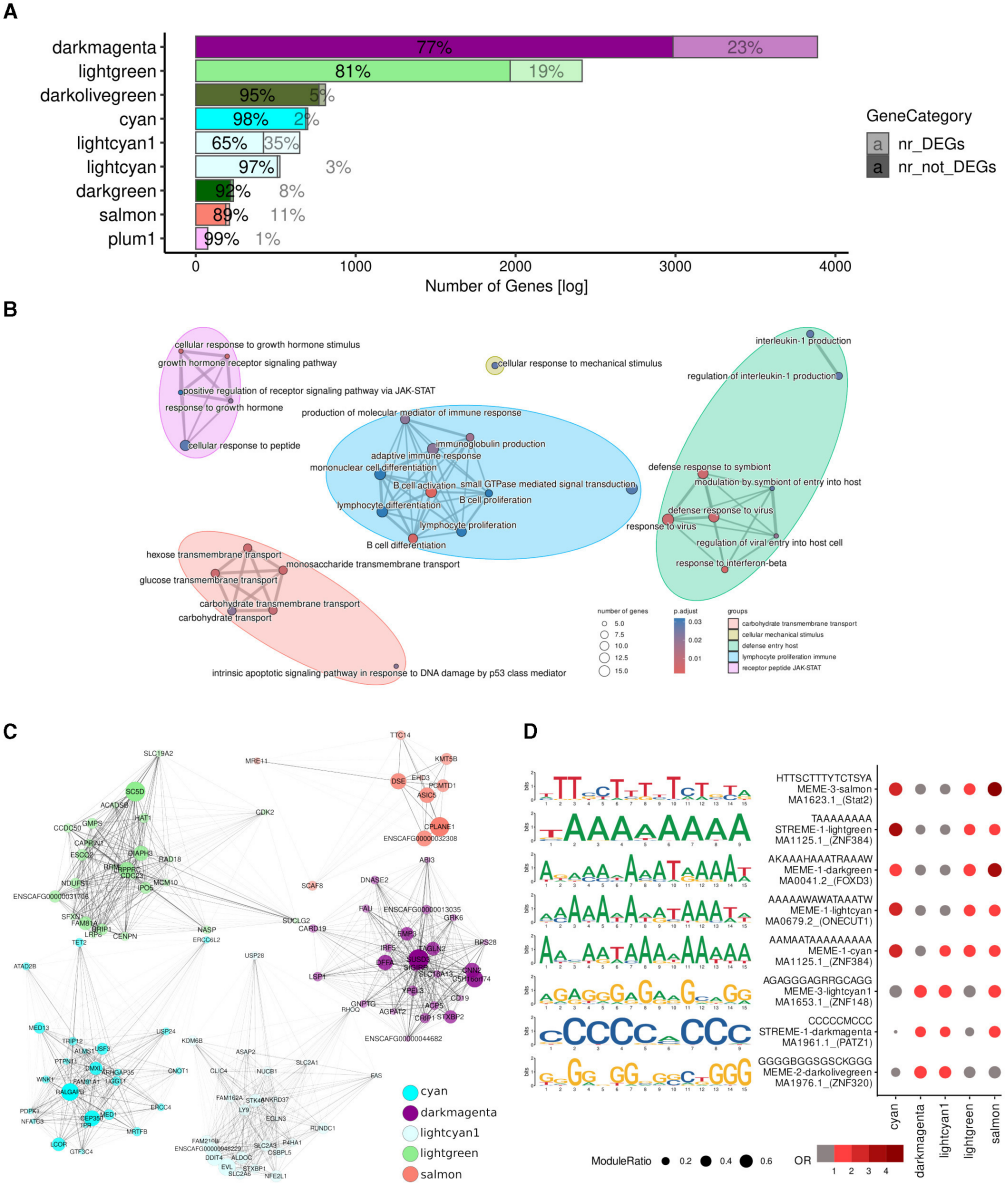
A large proportion of the DEGs were found within potentially relevant modules. **(A)** Overlaps between module member genes (solid) and DEGs (low opacity). **(B)** GO terms of 1,617 genes which were either differentially expressed or in one of the potentially relevant modules identified by WGCNA (Figure 3C; cyan, *darkmagenta, lightcyan1, lightgreen*, and *salmon*). **(C)** Dot plot of the motifs overrepresented among the promoters of DEGs in potentially relevant modules. The size of the circle corresponds to the fraction of DEG promoters in the module with instances of the motif; odds ratios relative to all DEGs in potentially relevant modules are indicated in red. **(D)** Top 25 hubs of each module, selected based on module eigengene-based connectivity (kME), are represented as a graph with forced-directed layout as proposed by Kamada and Kawai (50) using the R plugin RCy3 (51) for constructing networks with Cytoscape (49). Each node represents a hub and edge thickness indicates the TOM similarity. Node size indicates its module eigengene-based connectivity (kME), i.e., the correlation between the expression profile of a gene and the module eigengene and node opacity corresponds to its intramodular connectivity (kWithin).

To better understand the molecular mechanisms underlying the different treatment responses, we then examined the *hub* genes of each of the potentially relevant modules (Figure 4C), in particular those which were also differentially expressed (Supplementary Table 4). Hubs are genes involving a large number of interactions in a network or part thereof, and are traditionally considered important because changes in their expression may result in changes in the expression of all their interaction partners (61, 62). The *cyan, darkmagenta, lightcyan1, lightgreen*, and *salmon* modules contained 2, 143, 31, 47, and 3 differentially expressed hubs, respectively. Notably, the *top* hub (i.e., those with the highest number of interactions; Section 2) of the *darkmagenta, lightcyan1*, and *lightgreen* modules were differentially expressed in response to one or more of treatments (Supplementary Table 4). The top hub of the *darkmagenta* module was *ACP5* (Acid Phosphatase 5, Tartrate Resistant), a gene encoding a glycoprotein that catalyzes the conversion of orthophosphoric monoester to alcohol and orthophosphate, and can promote cell proliferation and tumorigenesis via the *FAK/PI3K/AKT* signaling pathway (63, 64). The top hub of the *lightcyan1* module was *EVL* (Enah/Vasp-like), which is predicted to enable SH3 domain binding activity and profilin binding activity (65). EVL suppresses cell migration and low *EVL* expression has been correlated with advanced stage of breast cancer and poor patient outcome (66). Lastly, the top hub gene of the *lightgreen* module was *SC5D* (Sterol-C5-Desaturase), which encodes one of the key enzymes of cholesterol biosynthesis (67). Although inconclusive, loss of function in SC5D has been suggested as a contributor to cancer progression (68, 69).

Motif analysis conducted on the promoters of the DEGs within potentially relevant modules revealed enrichment for C/G- and A/T-rich binding sites (Figure 4D). Specifically, DEG promoters in the *cyan* and *lightgreen* modules were enriched for motifs consistent with the binding site of the transcription factor ZNF384 (Zinc Finger Protein 384); DEG promoters in the *darkmagenta* module were characterized by the presence of binding sites putatively recognized by PATZ1 (POZ/BTB and AT Hook Containing Zinc Finger 1); DEG promoters in the *lightcyan1* module featured binding sites for ZNF148 (Zinc Finger Protein 148); and finally, those in the *salmon* module exhibited binding sites for STAT2 (Signal Transducer And Activator Of Transcription 2). These transcription factors have been implicated in various aspects of cancer biology, although specific studies in lymphoma are limited. ZNF384 encodes a zinc finger protein and is a recurrent fusion partner in various leukemias [e.g., (70–72)]. Furthermore, ZNF384 appears to regulate the expression of extracellular matrix genes like *MMP1, MMP3, MMP7*, and *COL1A1* in multiple cancer types (73–75). PATZ1 inhibits the DNA binding of TP53, thereby controlling cell proliferation and DNA damage responses (76), and has been suggested as a tumor suppressor and prognostic marker of DLBCLs (77). Increased expression of ZNF148 is associated with signaling pathways important for proliferation, embryogenesis, differentiation, growth arrest, and apoptosis (78, 79), and has been suggested to cooperate with other transcription factors in hematopoietic cells (80). Lastly, STAT2 is a member of the STAT family of transcription factors that mediate innate antiviral activity (81) and are involved in the regulation of cell survival and proliferation; dysregulation of STAT transcription factors—in particular, of STAT3—has been associated with the pathogenesis of various lymphomas (82).

Lastly, to uncover the mechanisms underlying the unique effects of the combined Ibr + AS treatment, we centered our attention on the 12 DEGs in the *cyan* module (2% of its members)—the only module exclusively associated with the combined Ibr + AS treatment: *NHSL1, PALM2AKAP2, INTU, NUTM1, PAG1, ZNF106, ZMAT3, PRKAR2A, CLCN5, STON2, ACACA*, and *LCOR*. Suggesting their potential roles as central regulators, a majority of these genes (*PALM2AKAP2, PAG1, ZNF106, PRKAR2A, STON2, ACACA, and LCOR*; Table 1) were strongly connected with other genes within the same module (above the 85th percentile). 

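Of the 12 cyan DEGs, only NHSL1 (ENSCAFG00000000275) could be paired with an identifier, and the other 11 were not analysed here. Between 5 and 39 reads per library were counted on NHSL1. At 48 h it had 2.25 ± 0.124 CPM (SD, n = 3) with DMSO, 1.95 ± 0.411 (n = 3) with AS, 1.64 ± 0.321 (n = 3) with Ibr and 1.01 ± 0.146 (n = 3) with Ibr + AS. Its log2 FC against DMSO at 48 h was -0.21 for AS (standard error 0.28, adjusted p = 0.84) and -0.45 for Ibr (0.29, adjusted p = 0.436), both from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. At 24 h and 72 h it was 0.16 and 0.02 for AS, and -0.39 and -0.19 for Ibr.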

Except for *NUTM1*, all of them tended to be downregulated following every treatment. 

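With Ibr + AS at 48 h, NHSL1 was a DEG with a log2 FC of -1.13 (standard error 0.32, adjusted p = 3.11e-03, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and was lower in every passage. At 24 h and 72 h the log2 FC was -0.62 and -0.86. Compared directly at 48 h, Ibr + AS differed from AS by -0.93 (adjusted p = 2.55e-02, edgeR's quasi-likelihood test) and from Ibr by -0.69 (adjusted p = 0.183, edgeR's quasi-likelihood test), so that the difference from Ibr was not detectable at these counts.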

Interestingly, the downregulation of these genes was substantially more pronounced upon the combined Ibr + AS treatment. Three of these genes: *PAG1* (Phosphoprotein associated with glycosphingolipid-enriched microdomains 1), *PRKAR2A* (Protein Kinase cAMP-Dependent Type II Regulatory Subunit Alpha), and *ACACA* (Acetyl-CoA Carboxylase Alpha) are particularly noteworthy due to their involvement in the PI3K pathway (83–87).

**Table 1:** Putative key effectors of the combined Ibr + AS response.

**Selection**	**Gene**	**log**_**2**_ **FC**			**Module**	**k_%_**
		***AS***	***Ibr***	***AS** + **Ibr***		
Hub genes of potentially relevant modules	*ACP5*	0.09	0.73^*^	2.07^*^	*darkmagenta*	100th
	*EVL*	−0.66^*^	−0.74^*^	−0.69^*^	*lightcyan1*	100th
	*SC5D*	−0.32	−0.71^*^	−1.85^*^	*lightgreen*	100th
	*RALGAPB*	−0.08	−0.25	−0.68^*^	*cyan*	100th
	*DSE*	0.15	0.41^*^	0.36^*^	*salmon*	99th
DEGs in the cyan module	*NHSL1*	−0.22	−0.45	−1.11^*^	*cyan*	48th
	*PALM2AKAP2*	−0.38	−0.81^*^	−1.81^*^	*cyan*	93rd
	*INTU*	−0.06	−0.11	−1.04^*^	*cyan*	64th
	*NUTM1*	0.02	−1.28^*^	−0.92	*cyan*	4th
	***PAG1***	−0.39	−0.81^*^	−1.09^*^	*cyan*	86th
	*ZNF106*	−0.31	−0.48^*^	−1.16^*^	*cyan*	97th
	*ZMAT3*	−0.51	−0.73	−1.48^*^	*cyan*	58th
	***PRKAR2A***	−0.12	−0.49^*^	−1.24^*^	*cyan*	88th
	*CLCN5*	−0.53	−0.51	−1.12^*^	*cyan*	52nd
	*STON2*	−0.26	−0.93^*^	−2.08^*^	*cyan*	95th
	***ACACA***	−0.52	−0.89^*^	−1.44^*^	*cyan*	93rd
	*LCOR*	−0.08	−0.28	−1.02^*^	*cyan*	99th
Genes in the BCR pathway	*BTK*	0.18^*^	0.44^*^	0.65^*^	*darkmagenta*	87th
	***FOS***	−0.32	−1.44^*^	−1.60^*^	*lightgreen*	24th
	*PLCG2*	−0.04	0.14	0.11	*darkgreen*	42nd
	*LYN*	0.03	0.36^*^	0.42^*^	*darkmagenta*	80th
	*SYK*	−0.08	0.21^*^	0.69^*^	*darkmagenta*	93rd
	*PIK3CA*	0.22	0.35	−0.12	*cyan*	34th
	*PIK3CB*	0.04	−0.04	−0.31^*^	*lightcyan*	54th
	*PIK3CD*	−0.30^*^	−0.26^*^	0.13	*darkmagenta*	39th
	*PIK3CG*	−0.46	−0.85^*^	−0.38	*lightcyan1*	10th
	*PIK3R1*	0.06	0.05	0.14	*darkgreen*	53rd
Genes in the the BCR pathway	*PIK3R2*	−0.20	−0.26	0.27	*NA*	NA
	*PIK3R3*	−0.17	−0.37	−1.53^*^	*lightgreen*	96th
	*PIK3R5*	0.27	0.62^*^	1.35^*^	*darkmagenta*	100th
	*PIK3R6*	0.57	1.53^*^	2.18^*^	*darkmagenta*	84th
	*AKT1*	−0.04	−0.13	0.26^*^	*darkmagenta*	60th
	*AKT2*	−0.01	−0.01	−0.01	*darkmagenta*	7th
	*AKT3*	−0.15	−0.36	1.33^*^	*darkmagenta*	70th
	*MYC*	−0.10	−0.25	0.99^*^	*darkmagenta*	86th
	*BCL2*	−0.05	−0.09	−0.78^*^	*lightgreen*	48th
	*PRKCB*	0.03	0.31^*^	0.57^*^	*darkmagenta*	88th
	*CHUK*	0.14	0.07	−0.30^*^	*lightgreen*	85th
	*IKBKB*	0.03	0.29^*^	0.79^*^	*darkmagenta*	95th
	*IKBKG*	−0.10	−0.16	−0.04	*darkgreen*	49th
Genes in the PI3K pathway	*PIK3CG*	−0.46	−0.85^*^	−0.38	*lightcyan1*	16th
	*PIK3R5*	0.27^*^	0.62^*^	1.35^*^	*darkmagenta*	100th
	*PIK3R6*	0.57^*^	1.53^*^	2.18^*^	*darkmagenta*	85th
	*AKT1*	−0.04	−0.13	0.26^*^	*darkmagenta*	60th
	*AKT2*	−0.01	−0.01	−0.01	*darkmagenta*	7th
	*AKT3*	−0.15	−0.36	1.33^*^	*darkmagenta*	70th
	***PRKCA***	−0.14	−0.08	−0.67^*^	*cyan*	92nd

Curated list of genes, including: top hub members identified through network analysis, DEGs in the cyan module, genes involved in the BCR signaling pathway, genes that are central nodes of the PI3K-AKT pathway. DEGs are highlighted in pink.

Genes identified as the most likely central effectors of the synergistic effect of Ibr + AS are noted in magenta bold font.

^*^P-value < 0.05 for AS, Ibr, and AS+Ibr compared to DMSO at 48 h.

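Of the genes in Table 1 outside the text's examples, DSE (ENSCAFG00000000886) and PIK3R1 (ENSCAFG00000007626) could be paired with an identifier. DSE, a hub of the salmon module, had 305 ± 9.93 CPM (SD, n = 3) with DMSO at 48 h, 340 ± 10.4 (n = 3) with AS, 405 ± 11.2 (n = 3) with Ibr and 384 ± 20.1 (n = 3) with Ibr + AS. Its log2 FC was 0.16 for AS, 0.41 for Ibr (standard error 0.09, adjusted p = 3.21e-04) and 0.33 for Ibr + AS (0.09, adjusted p = 1.45e-03; edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). PIK3R1 encodes a regulatory subunit of PI3K and had 59.5 ± 4.07 CPM (n = 3) with DMSO. Its log2 FC was 0.07 for AS, 0.05 for Ibr and 0.11 for Ibr + AS (0.09, adjusted p = 0.478, edgeR's quasi-likelihood test), and for AS it changed sign to -0.01 without passage 128.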

log_2_FC: log_2_ FCs of AS, Ibr, and AS + Ibr compared to DMSO at 48 h; module: module to which; Gene is a member of; kme: module eigengene-based connectivity; kWithin: intramodular connectivity; k_%_: percentile of kWithin.

### 3.6 Ibr + AS targets *FOS* in the BCR signaling and AKT3 in the PI3K/AKT signaling pathways

To obtain insights into the biological context of the observed gene expression changes, we mapped the log_2_ FCs relative to the DMSO control at 48 h of genes that were differentially expressed genes upon AS, Ibr, or combined Ibr + AS treatment onto the BCR and PI3K-AKT signaling KEGG pathways (Figure 5, Table 1; Section 2). Specifically, we focused on the samples incubated for 48 h to maximize the likelihood that the observed biological effects were primarily due to the treatment and not off-target factors (Figures 2A, C).

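At 48 h, 77 of the AS DEGs (67.5%), 160 of the Ibr DEGs (42.8%) and 315 of the Ibr + AS DEGs (22%) were also DEGs of DMSO over time, and 93.5%, 83.1% and 58.1% of these changed in the opposite direction to DMSO. The 48 h libraries have no part in the comparison of DMSO at 72 h and 24 h. DMSO DEGs also include those at 48 h, whose comparison shares the DMSO 48 h libraries. The log2 FCs at 48 h were also compared with DMSO over the 705 DMSO 72 h DEGs with a mean of at least 1 CPM. The sign was opposite in 73.3% for AS, 72.2% for Ibr and 53.9% for Ibr + AS. In simulated data without treatment effects the means were 50.2%, 51.1% and 51.5%, with a highest value of 53.7% for Ibr + AS. Across 10780 genes, the log2 FC at 48 h and the log2 FC of DMSO from 24 h to 72 h correlated with Pearson's r of -0.357 for AS, -0.256 for Ibr and 0.000862 for Ibr + AS. At 72 h, where the DMSO 72 h libraries are shared, r was -0.741, -0.751 and -0.626, against means of -0.147, -0.129 and -0.14 in simulated data without treatment effects.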

**Figure 5:**
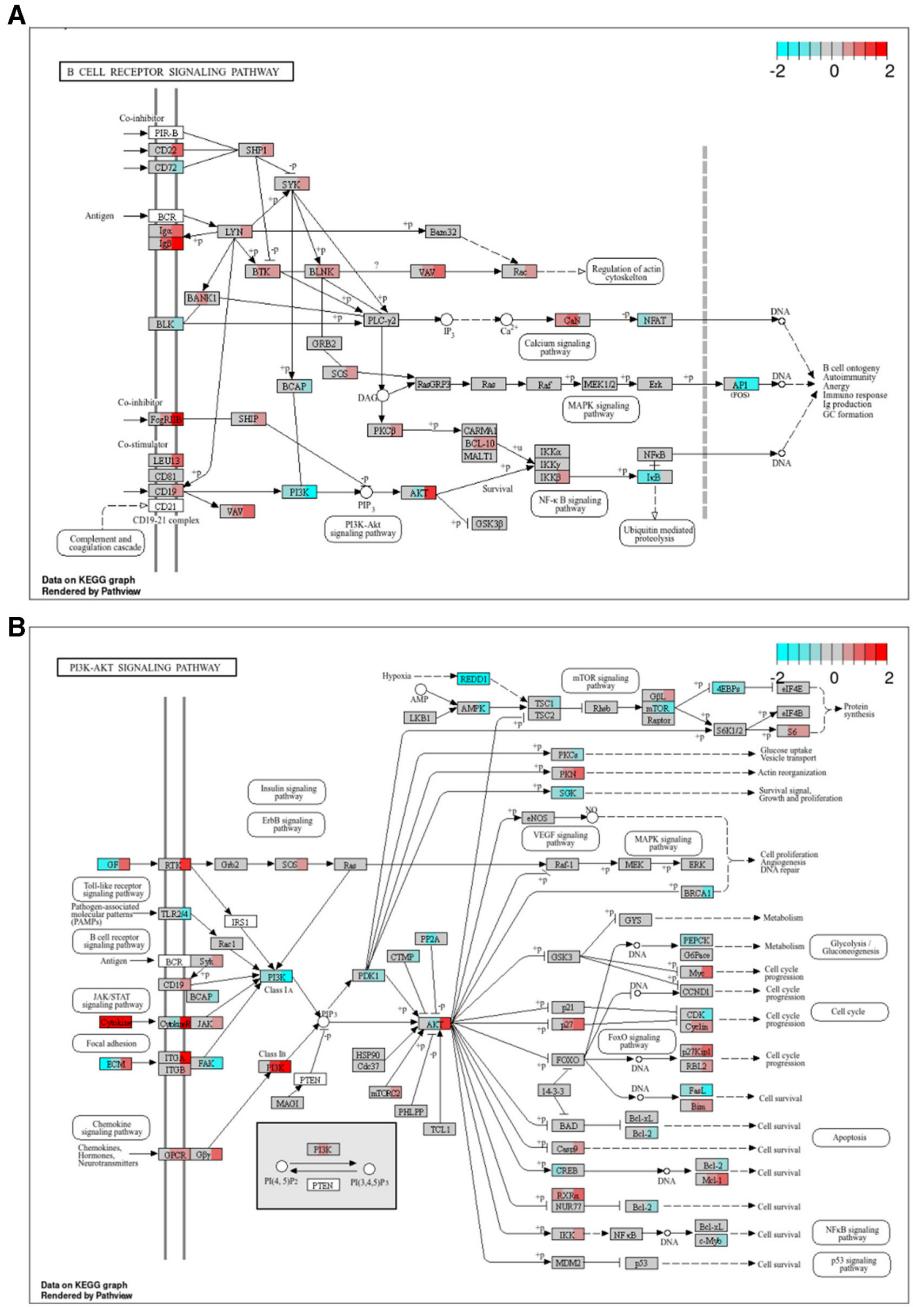
Combined Ibr + AS treatment modulates both upstream and downstream effectors of the BCR (A, B) PI3K-AKT signaling pathways. KEGG (58, 59) pathway graphs rendered by “pathview” (57) R package for the “B-cell receptor signaling pathway” (hsa04662) and “PI3K-Akt signaling pathway” (hsa04151). Rectangular boxes represent proteins and circles, metabolites. Boxes with rounded corners contain references to other pathways. Rectangular boxes are divided into three segments; from left to right, these segments represent: single treatment with AS, single with Ibr, and combined treatment with Ibr and AS. Segments are colored based on the log_2_ FCs relative to the DMSO control of the RNA transcripts of the respective proteins. Proteins encoded by genes that are not differentially expressed nor members of a potentially relevant module (*lightgreen, salmon, darkmagenta, lightcyan1* or *cyan*) are shown in gray. White rectangular boxes correspond to RNA transcripts that were considered non-expressed or undetected. Canine genes (Entrez IDs) were mapped to their human orthologs. **(A)** Despite reduced protein expression of BTK, Ibrutinib treatment led to increased BTK mRNA levels, suggesting compensatory mechanisms. Nevertheless, *FOS*, the gene encoding a subunit of the AP-1 transcription factor, a downstream effector of the BCR pathway, was significantly downregulated. Note that the gray box labeled “PI3K” represents the catalytic (PIK3CA, PIK3CB, PIK3CD, and PIK3CG) and regulatory subunits (PIK3R1, PIK3R2, PIK3R3, PIK3R5, and PIK3R6) of the PI3K enzyme complex. **(B)** AS treatment selectively inhibited PI3K activation. We see strongest downregulation of PI3K class IA and upregulation of PI3K class I B in the combined treatment group. PI3K class I B constitutes the main target of AS, PIK3CG, as well as its regulatory subunits PIK3R5 and PIK3R6 which Ibr + AS seem to especially be influencing. Downstream thereof is AKT, an upstream regulator of MYC and BCL2. Although the isoform AKT3 was upregulated in Ibr + AS, MYC expression was substantially higher and BCL2 expression was substantially lower in the combined treatment.

Among the genes within the BCR signaling pathway, only four–*AKT3, FOS* (Fos Proto-Oncogene, AP-1 Transcription Factor Subunit), *CD79A* and *CD79B*—were differentially expressed relative to the DMSO control at 48 h. Additionally, 66 genes were members of potentially relevant modules, many of which showed enhanced differential expression upon combined Ibr + AS treatment compared to single-agent treatments.

While we previously confirmed that BTK protein expression was reduced in CLBL-1 upon single Ibr and combined Ibr + AS treatments (83), RNA-seq analysis revealed a trend toward *BTK* mRNA upregulation. Moreover, several genes involved in the BCR signaling pathway, including *CD79A, CD79B, LYN*, and *SYK*, exhibited expression patterns consistent with elevated BTK activity. Despite these observations, *FOS*, the gene encoding one of the two subunits of the Protein-1, AP-1, a downstream effector of the BCR pathway, was significantly downregulated upon both single Ibr and combined Ibr + AS treatment. Notably, the downregulation of *FOS* was slightly more pronounced upon the combined Ibr + AS treatment.

Similar to *BTK*, also AKT exhibited discordance between protein and transcript levels—in particular, for *AKT3*. While AKT is another key downstream effector of the BCR signaling pathway, it can be activated independently, primarily by the PI3K-AKT pathway.

Within the PI3K-AKT signaling pathway, 23 genes were differentially expressed relative to the DMSO control at 48 h, and 130 were members of potentially relevant modules. Although most genes within this pathway exhibited similar expression changes following treatment with Ibr alone or Ibr + AS, key exceptions revealed a complex interplay between cell cycle regulation, survival, and metabolic processes (Table 1). Specifically, combined Ibr+AS treatment resulted in greater upregulation of *MYC* and *CDKN1B* compared to Ibr alone, suggesting a potential acceleration of cell cycle progression that could contribute to tumor growth and therapeutic resistance. Conversely, combined Ibr + AS treatment resulted in greater downregulation of genes involved in cell survival such as *FASLG, BCL2*, and *MYB*, likely enhancing the efficacy of cell death-inducing treatments. Furthermore, the more pronounced downregulation of *BRCA1*, a key regulator of DNA repair and cell proliferation, suggests increased vulnerability to DNA-damaging agents upon combined Ibr + AS treatment. 

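MYC (ENSCAFG00000001086) had 184 ± 17.5 CPM (SD, n = 3) with DMSO at 48 h, 173 ± 15.1 (n = 3) with AS, 218 ± 13.4 (n = 3) with Ibr and 358 ± 27.4 (n = 3) with Ibr + AS. Its log2 FC was -0.08 for AS, 0.25 for Ibr (standard error 0.10, adjusted p = 8.83e-02) and 0.96 for Ibr + AS (0.10, adjusted p = 1.42e-14), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Ibr + AS against Ibr gave 0.71 (adjusted p = 4.69e-09, edgeR's quasi-likelihood test), and the departure from the sum of the single changes was 0.80 (adjusted p = 6.90e-06, edgeR's quasi-likelihood test). The log2 FC of MYC with Ibr + AS at 48 h lies just under the limit of 1 and passed it without passage 121 (1.01) and without passage 128 (1.04), while without passage 126 it was 0.82. At 24 h it was 1.39 and at 72 h -0.01, while MYC in DMSO rose to 271 ± 5.86 CPM (n = 3) at 72 h. CDKN1B was not analysed here.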

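BCL2 (ENSCAFG00000000068) had 25.4 ± 4.18 CPM (SD, n = 3) with DMSO at 48 h, 23.7 ± 3.95 (n = 3) with Ibr and 14.4 ± 0.979 (n = 3) with Ibr + AS, and 154 to 168 reads per Ibr + AS library were counted on it. Its log2 FC at 48 h was -0.10 for Ibr and -0.81 for Ibr + AS (standard error 0.12, adjusted p = 3.51e-08), a difference of -0.71 (adjusted p = 4.10e-06), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. For AS it was -0.04, and 0.01 without passage 121. MYB (ENSCAFG00000000230) had 37.3 ± 1.71 CPM (n = 3) with DMSO at 48 h, 32.2 ± 4.1 (n = 3) with Ibr and 21.5 ± 2.08 (n = 3) with Ibr + AS. Its log2 FC was -0.21 for Ibr and -0.79 for Ibr + AS (standard error 0.12, adjusted p = 9.19e-09), a difference of -0.58 (adjusted p = 6.50e-05, edgeR's quasi-likelihood test). The departure from the sum of the single changes at 48 h was -0.68 for BCL2 (adjusted p = 2.81e-03, edgeR's quasi-likelihood test) and -0.37 for MYB (adjusted p = 0.132, edgeR's quasi-likelihood test). By the same test, the departure of MYB was -0.72 at 24 h (adjusted p = 1.71e-03) and -0.38 at 72 h (adjusted p = 0.174). For BCL2 it was -0.46 at 24 h (adjusted p = 0.134) and -0.97 at 72 h (adjusted p = 4.10e-05), also by this test. Neither gene was a DEG at 48 h, since the log2 FC did not reach the limit, and both were at 72 h, with -1.12 for BCL2 and -1.48 for MYB. FASLG was not analysed here.

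**Figure D4:**
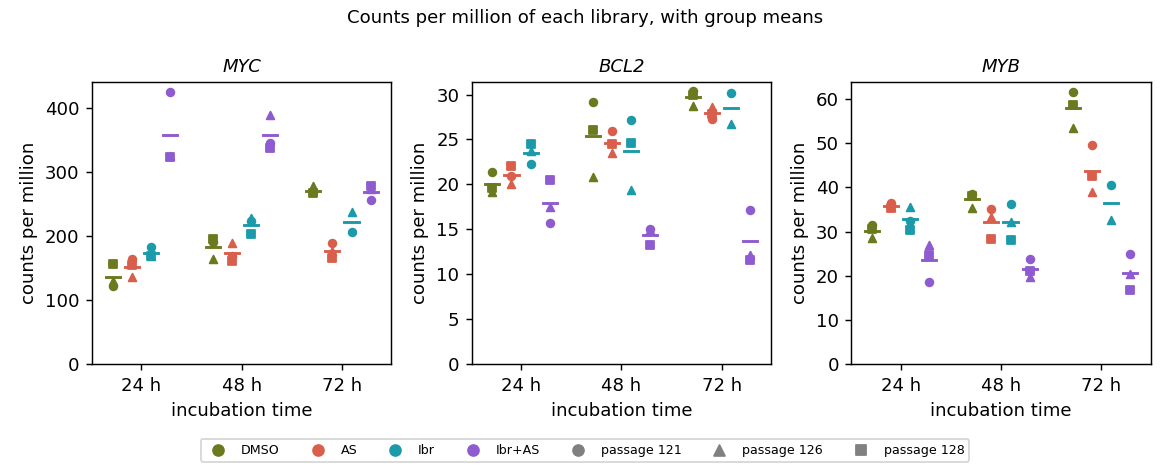
CPM (y axes, from 0) of MYC, BCL2 and MYB in each of the 35 libraries by incubation time (x axis), with treatments as colours, passages as symbols and short lines for the group means. With Ibr + AS at 48 h the means are 358, 14.4 and 21.5, against 184, 25.4 and 37.3 with DMSO.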

Consistent with these findings, the gene encoding protein kinase C alpha, *PRKCA*, which is involved in glucose uptake and metabolism, also exhibited enhanced downregulation upon combined Ibr + AS treatment, perhaps indicating a metabolic shift that may impair tumor growth and survival by reducing energy availability. Finally, consistent with *AKT3* expression upregulation, we observed downregulation of *NFKBIE*, encoding the Inhibitor of kappa B epsilon (IκBε), which prevents the nuclear translocation of NF-κB (88).

These findings underpin the complexity of BCR signaling and the challenges of predicting downstream effects based solely on single gene expression changes, but also highlight differences between the transcriptome and the proteome.

## 4 Discussion

Ibrutinib, a potent BTK inhibitor, shows promise in treating canine B-cell lymphoma. However, limitations like off-target effects, low tolerability, resistance development, and high relapse rates underscore the necessity for novel therapeutic strategies for improved patient outcomes. Second and third-generation BTK inhibitors have been developed to address some of these shortcomings. For instance, acalabrutinib, a second-generation BTK inhibitor, exhibits a favorable toxicity profile and at least equivalent efficacy to Ibrutinib in chronic lymphocytic leukemia (CLL) patients, and is FDA-approved for its treatment (89). Furthermore, to enhance therapeutic efficacy and provide a more robust treatment approach, Ibrutinib has been combined with other agents, such as the immunomodulator lenalidomide or the monoclonal antibody against the B-cell surface protein CD20 rituximab (90). Given the complementary mechanisms of action targeting key survival pathways in B-cells, combining Ibrutinib with a PI3K inhibitor holds significant promise for improved therapeutic outcomes. Nonetheless, reports on the combined application of BTK and PI3K inhibitors in canine B-cell lymphoma remain limited. Building upon our previous research, this study aimed to investigate the combined effects of these two kinase inhibitors at the transcriptomic level. To this end, we performed RNA-seq on CLBL-1, a canine B-cell line derived from a DLCL, treated with AS-605240 (AS), Ibrutinib (Ibr), or the combination of the two (Ibr + AS) for 24, 48, and 72 h.

Employing a combined bioinformatics approach involving differential expression analysis (DEA) and weighted gene co-expression network analysis (WGCNA), this study confirmed a substantially greater number of differentially expressed genes resulting from the combined treatment of Ibrutinib and AS-605240, and identified *PAG1, PRKAR2A, ACACA, FOS*, and *PRKCA* as key candidate genes contributing to the observed synergistic effect. DEA uses statistical modeling to determine whether a gene is differentially expressed while accounting for specific features of each sample and for the sparsity of data associated with RNA-Seq experiments. Genes are studied individually in the context of DEA, although they are known to operate in networks showing correlated expression patterns. Therefore, approaches like WGCNA investigate gene expression data sets in the context of network theory. The resulting network is derived from pairwise correlations between gene expression levels from which genes can be clustered into modules by hierarchical clustering. We exploited the complementarity of DEA and WGCNA and assumed genes identified by both methods are highly likely to be of functional significance (91).

In line with the experiments testing proliferation and metabolic activity of CLBL-1, we found that treatment type and incubation time significantly influenced gene expression patterns. DEA revealed 2,336 DEGs across all treatment groups when compared to DMSO at the respective incubation times, of which 94% were attributed to the combined treatment Ibr + AS. Interestingly, a large proportion of these genes were differentially expressed when comparing different incubation times for the control group, which was only treated with DMSO. Because DMSO easily penetrates biologic membranes, it is a commonly used solvent and delivery system for therapeutic agents that are not water soluble (92). Further, DMSO is commonly used for long time storage of viable cells, preventing freeze-thaw-induced cell disruption and allowing the recultivation of primary cells and cell lines after prolonged storage. The observed increase in DEGs with incubation time may be attributable to prolonged culture without media replenishment, potentially resulting in increased cellular necrosis. Nevertheless, these findings highlight the importance of considering DMSO's potential effects on gene expression, particularly in long-term experiments, when interpreting results from studies using this solvent. Co-expression analysis identified nine gene modules, five of which were potentially associated with one or more treatments and comprised 95% of the DEGs. Promoters of DEGs within potentially relevant modules were enriched for G/C- and A/T-rich motifs. We found binding sites enriched for zinc fingers PATZ2, which inhibits DNA binding of TP53 and is therefore a potential tumor suppressor, ZN384, a putative regulator of extracellular matrix genes in various cancers (93–95), and the STAT2 transcription factor, which is involved in the regulation of cell survival and proliferation. Notably, the *cyan* module was the only one exclusively associated with the combined Ibr + AS treatment, encompassing 12 differentially expressed genes (DEGs) among its 700 members. Among these DEGs, three are noteworthy because they are linked to key cellular processes known to be relevant in lymphoma, including modulation of BCR and PI3K/AKT/mTOR signaling: *PAG1* (Phosphoprotein associated with glycosphingolipid-enriched microdomains 1) encodes a transmembrane adaptor protein that directs the intracellular localization of kinases of the Src tyrosine kinase family—like LYN and SYK—to negatively regulate their activity (96), modulating the signaling cascade initiated by BCR engagement and acting as a negative regulator of the PI3K/AKT/mTOR pathway (97, 98). *PRKAR2A* (Protein Kinase cAMP-Dependent Type II Regulatory Subunit Alpha) has been implicated in the regulation of the PI3K-AKT pathway through its role in cAMP signaling (99). *ACACA* (Acetyl-CoA Carboxylase Alpha) is primarily involved in fatty acid metabolism, its regulation has been shown to indirectly affect the PI3K-AKT pathway in the context of metabolic reprogramming in cancer cells (100).

Inspection of expression changes of members of the BCR pathway revealed relatively few DEGs within this pathway, and a striking discordance between *BTK* mRNA levels, which trended upwards, in contrast to our previously reported reductions in BTK protein (96). This discrepancy underscores the importance of integrating proteomic data with transcriptomic analyses to gain a comprehensive understanding of cellular processes, since mRNA abundance does not always reflect protein levels. Moreover, the expression patterns of *CD79A, CD79B, LYN*, and *SYK* suggest increased BTK activity despite the observed protein reduction, which could be explained by mechanisms such as post-translational modifications (e.g., phosphorylation), alterations in related signaling pathways, and feedback loops. Nevertheless, the observed downregulation of *FOS*, a key component of the AP-1 transcription factor, suggests a potential disruption of downstream signaling from the BCR. Remarkably, the downregulation of FOS was slightly more pronounced upon the combined Ibr + AS treatment relative to treatment with Ibr alone, suggesting a possible mechanism underlying the synergistic effects observed for this therapeutic approach. This aligns with recent studies demonstrating that inhibiting FOS, such as in combination with a histone deacetylase inhibitor, can effectively kill DLBCL cells (101). Within the PI3K-AKT pathway, the combined Ibr + AS treatment elicited a complex transcriptional response, impacting crucial processes such as cell cycle regulation, survival, and metabolism. Similar to BTK, AKT also exhibited a discordance between protein and transcript levels, but a key finding potentially explaining the synergistic effects of the combined Ibr + AS treatment was the enhanced downregulation of *PRKCA* compared to the treatment with Ibr alone. *PRKCA* encodes a member of the PKC family of enzymes and plays a significant role in regulating glucose uptake and metabolism, thereby increasing or inhibiting the activity of the PI3K-AKT pathway depending on the context (102).

While conducted in cell lines and thus subject to the limitations inherent in such models, this study offers a framework for understanding the synergistic effects of Ibrutinib and AS-605240, and highlights potential therapeutic strategies for canine B-cell lymphoma. The significant impact of B-cell lymphoma on canine welfare and the established link between pet ownership and human wellbeing (103–105) underscore the importance of developing effective therapies for this disease. Furthermore, the recognized relevance of canine B-cell lymphomas as a valuable model for human DLBCL highlights the translational potential of our findings. This warrants further investigation into the clinical efficacy of treatments combining tyrosine kinase inhibitors in both canine and human patients.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE287971.

# Supplementary material for: Transcriptomic profiling in canine B-cell lymphoma supports a synergistic effect of BTK and PI3K inhibitors
**Source:** Front Vet Sci. 2025 Apr 25;12:1577028. doi: 10.3389/fvets.2025.1577028
**Supplement:** Supplementary file 5

# Transcriptomic profiling in canine B-cell lymphoma supports a synergistic effect of BTK and PI3K inhibitors

Xenia Lainscsek<sup>1</sup>, Weibo Kong<sup>2</sup>, Barbara Rütgen<sup>3</sup>, Julia Beck<sup>4</sup>, Bertram Brenig<sup>5</sup>, Ingo Nolte<sup>6</sup>, Hugo Murua Escobar<sup>2,7,\*</sup>, Leila Taher<sup>1,8,\*</sup>

Hugo Murua Escobar

Leila Taher

\* These authors contributed equally to this work and share last authorship.

## *Supplementary Material*

## 1 Supplementary Tables Legends

### **Supplementary Table 1. Meta data of RNA-sequencing samples.**

**Supplementary Table 2. Results of the differential gene expression analysis across all comparisons of interest.** Each sheet corresponds to a specific comparison (detailed in the sheet name). Columns represent: Ensembl gene ID, gene symbol,  $\log_2$  fold-change (magnitude and direction of expression change), (Benjamini-Hochberg) adjusted *P*-value, and weighted gene co-expression network analysis (WGCNA) membership. 1) AS compared to DMSO at respective incubation times. 2) Ibr compared to DMSO at respective incubation times. 3) Ibr+AS compared to DMSO at respective incubation times. 4) DMSO 48 and 72 h compared to DMSO at 24h

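Supplementary Table 2 is given only in part, with 667 of 15208 genes for the treatments and 1000 of 14012 genes for DMSO over time. Each line of that table is 1 gene in 1 comparison, and its log2 FC is the paper's DESeq2 estimate from the same counts. Among the given genes with a mean of at least 1 CPM, 501 or 502 for each treatment comparison, the log2 FCs from edgeR correlated with the paper's with Pearson's r of 0.9998 or more across genes, and between 99.8% and 100% differed by less than 0.1. For DMSO, with 786 or 787 genes, r was 0.9993 at 48 h and 0.9998 at 72 h. Over all given genes, low counts included, r was lower, between 0.9475 for DMSO at 48 h and 0.9805 for Ibr + AS at 24 h.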

**Supplementary Table 3. Functional enrichment analysis of differentially expressed genes and genes in potentially relevant weighted gene co-expression network analysis (WGCNA) modules.** Columns include: ID (GO term ID); Description (brief description of the term); GeneRatio (number of dataset genes associated with the term divided by the total number of dataset genes); BgRatio (number of background genes associated with the term divided by the total number of background genes); pvalue (probability of observing the observed enrichment by chance); p.adjust (p-value adjusted for multiple testing using the Benjamini-Hochberg method); qvalue (minimum false discovery rate at which the enrichment is considered significant); geneID (list of dataset genes associated with the term); and Count (number of dataset genes associated with the term). 1) Gene Ontology (GO) biological process (BP) terms enriched among the DEGs identified in each treatment group at each incubation time relative to cells incubated only with DMSO for the same period. 2) GO BP terms among the DEGs identified in cells incubated only with DMSO at 48h and 72h relative to cells incubated only with DMSO at 24h. 3) GO BP terms enriched among the DEGs common to all three treatment groups for any incubation time relative to cells incubated only with DMSO. 4) GO BP terms of the genes which were exclusively differentially expressed upon the combined treatment Ibr+AS. 5) GO BP terms of genes contained in the cyan module. 6) GO BP terms of genes contained in the darkmagenta module. 7) GO BP terms of genes contained in the lightcyan1 module. 8) GO BP terms of genes contained in the lightgreen module. 9) GO BP terms of genes contained in the salmon module.

**Supplementary Table 4. List of genes belonging to each module identified by the weighted gene co-expression network analysis (WGCNA).** Each gene's *kme*, *kwithin*,  $\log_2$  fold-change, and adjusted *P*-values are also given.

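In this table, kme is the correlation of a gene with the eigengene of its module and kwithin the sum of its connection weights inside the module, both from the authors' network of the expressed genes with the highest expression. The log2 FCs and adjusted P-values are those of the differential expression analysis. Only part of the table was given, so the network was not rebuilt and no hub was scored from it. Of the hub genes that Fig. 4 names, 3 of 26 for cyan, 3 of 25 for darkmagenta, 1 of 25 for lightcyan1, 3 of 24 for lightgreen and 3 of 10 for salmon could be paired with an identifier in the given parts.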

## 2 Supplementary Figures

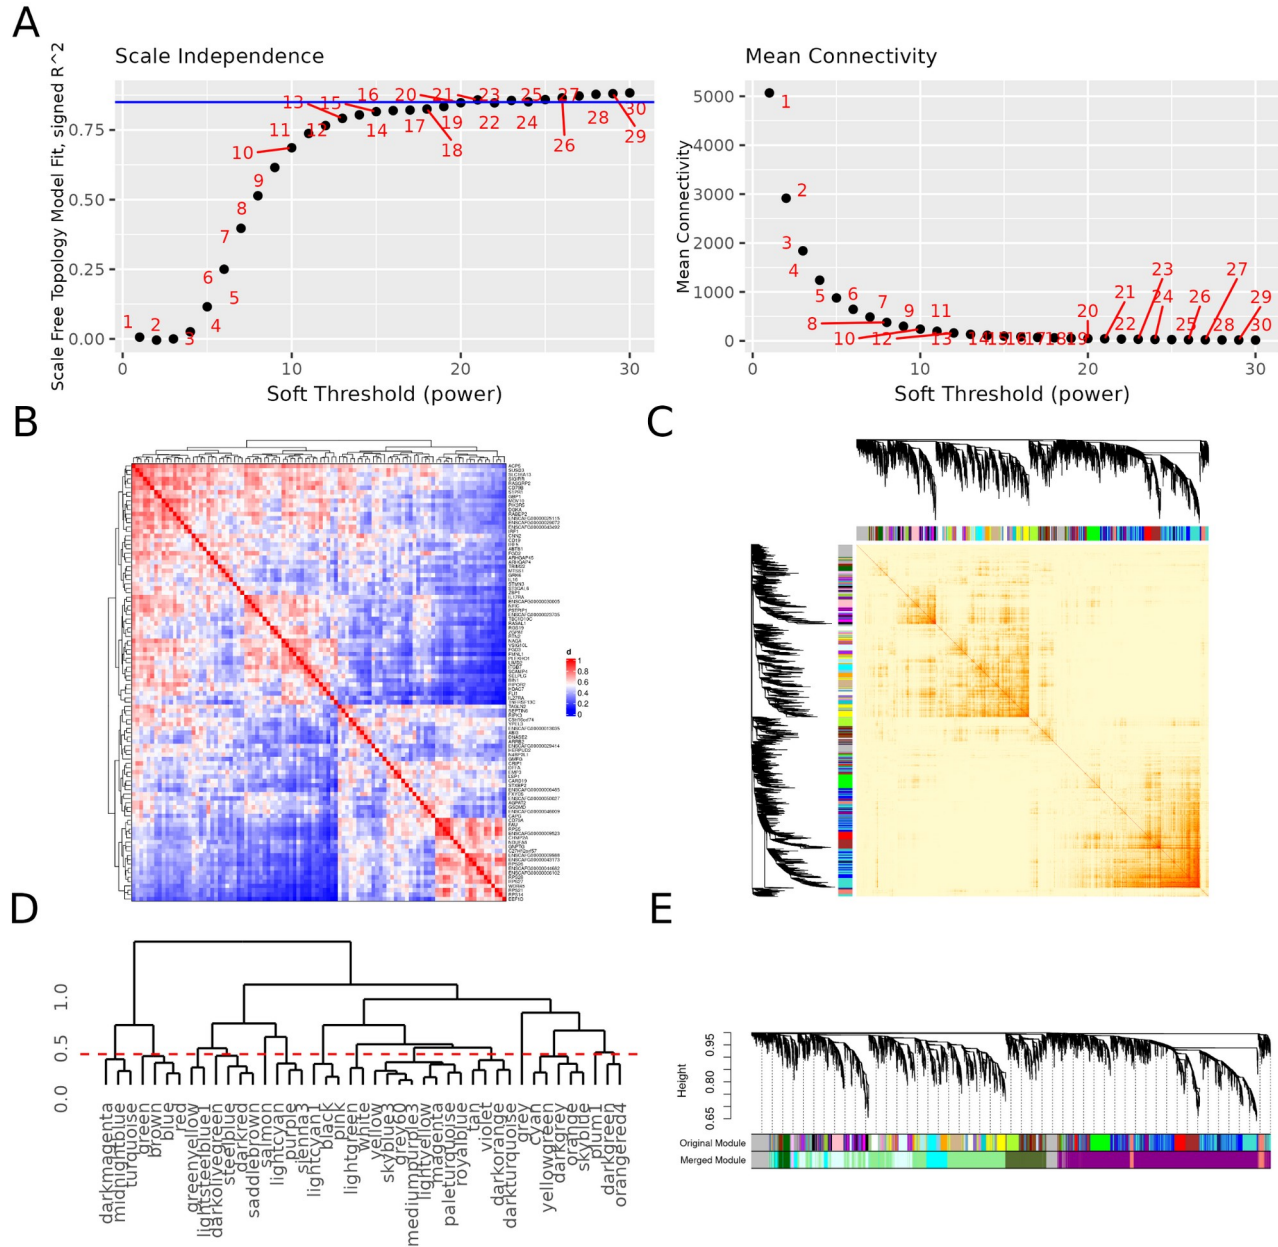

**Supplementary Figure 1. Weighted gene co-expression network analysis.** (A) Network topologies “scale independence” and “mean connectivity” for various soft-thresholding powers reveals  $\beta=21$  as the value which maximizes  $R^2$  while maintaining a high mean number of connections. (B) Connection strengths between the 100 most variable genes (standard deviation across samples) are reported by their adjacency matrix. (C) Topological overlap matrix and resulting hierarchical clustering dendrogram reveals 9 distinct gene modules. (D)

## Supplementary Material

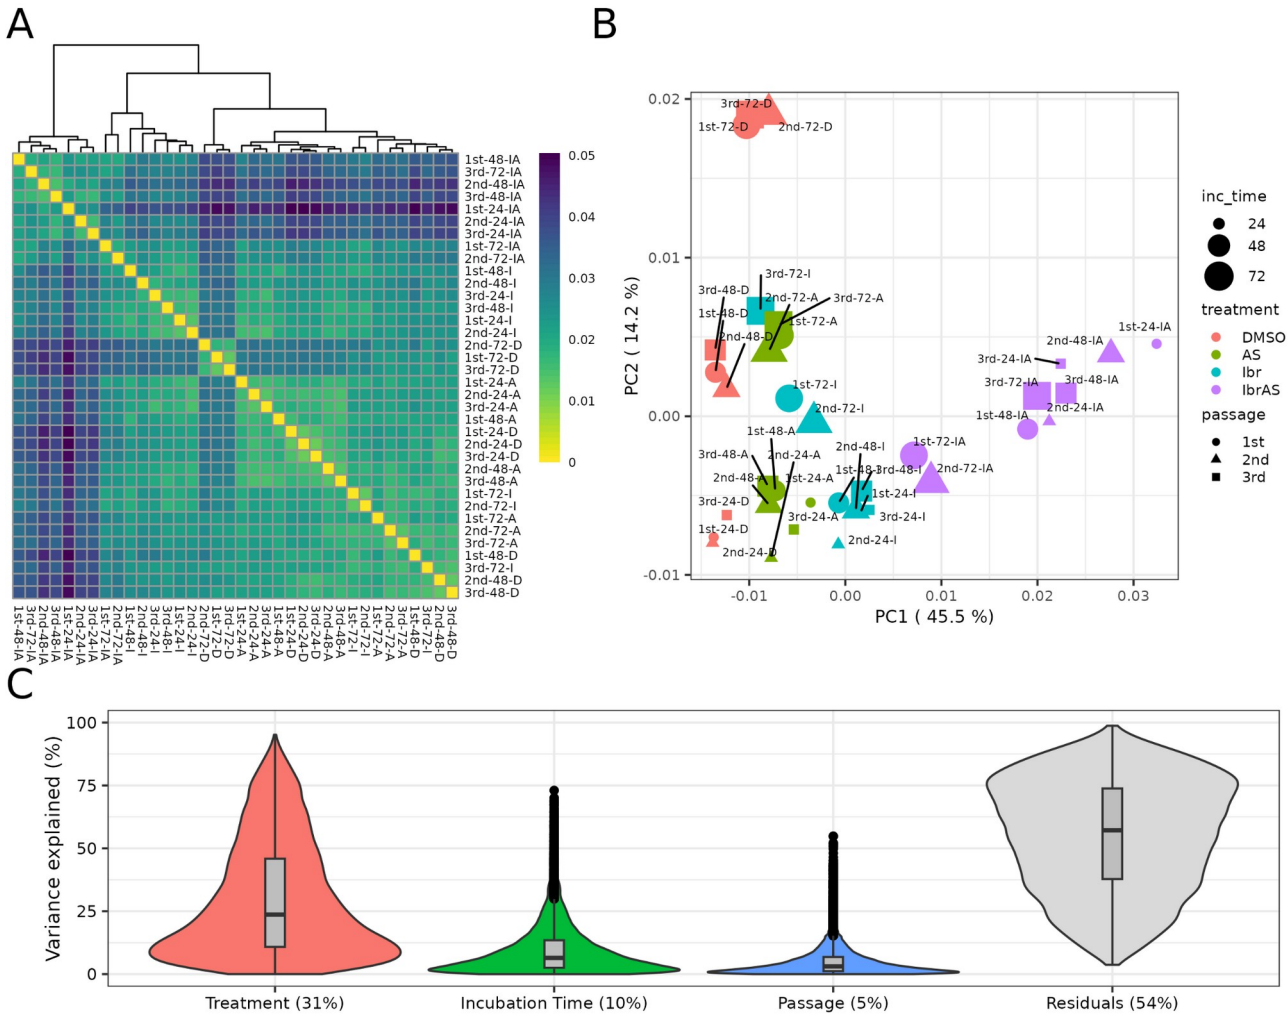

**Supplementary Figure 2. Treatment type is the main driver of variation in gene expression between samples, followed by incubation time.** (A) The heatmap of the dissimilarity matrix obtained from 15,237 expressed genes clusters the 36 samples according to the complete linkage method (covering 3 inhibitor-treatment types and one control, 3 inhibitor-incubation times, and 3 cell passage numbers). The color scale represents the Euclidean distance between gene expression profiles of respective samples. The third passage of the sample treated for 72h with Ibrutinib manifests as an outlier. (B) First two principal components of expression values of each sample explain 45.5% and 14.2% of variance. (C) The violin plot generated by the “variancePartition” R package summarizes the contribution of treatment type, incubation time, and cell passage number to the variation in the gene expression values. Treatment type (31%) constitutes for the most variation followed by incubation time (10%) and passage (5%).

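The principal component analysis of the rlog values of 18730 genes in the 36 libraries placed 43% of the variance on the first and 17.5% on the second component. With log2 CPM in place of rlog values, which moved these shares most, they were 21.5% and 10%.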

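The median over genes, which is less affected by genes with extreme shares, was 19.5% for treatment, 5.9% for incubation time and 3.42% for passage number in the 35 libraries. With all 36 libraries the mean shares were 26.5%, 9.09% and 5.28%.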

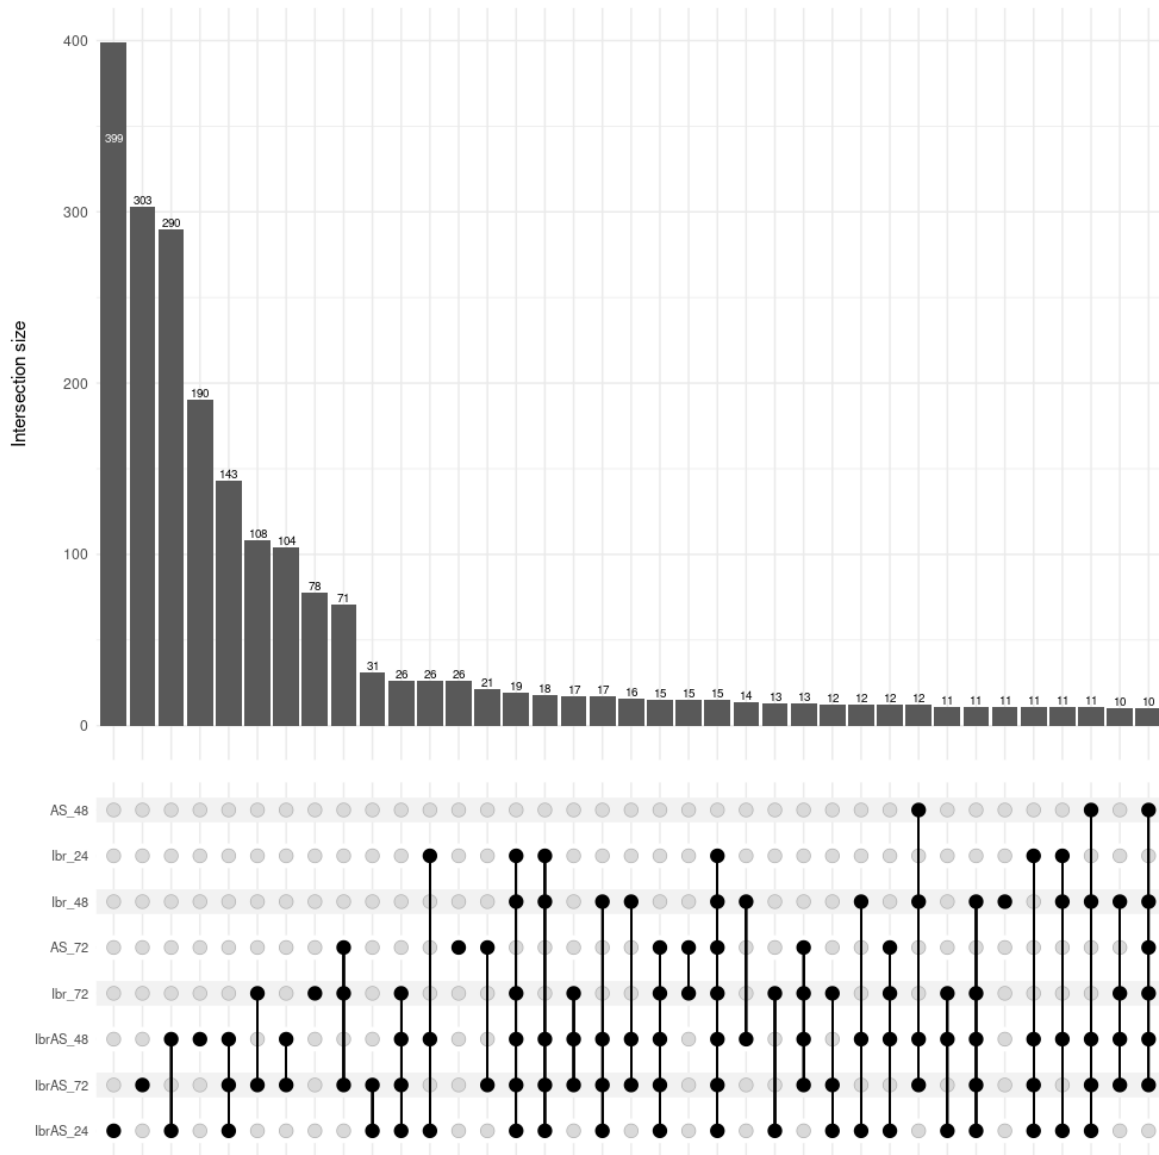

**Supplementary Figure 3. Upset plot of intersecting DEGs.** The combined treatment group induced the highest number of DEGs and shared the highest number of DEGs amongst the other treatment groups.

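Of the genes called in more than 1 treatment, 517 were DEGs of Ibr and Ibr + AS but not of AS, 78 of AS and Ibr + AS but not of Ibr, and 24 of both single treatments but not of Ibr + AS. Ibr alone accounted for 158 genes and AS alone for 48. Without passage 126, and with the third Ibr 72 h library in its place, 89 genes were DEGs of Ibr alone, and without passage 128, 25 were DEGs of AS alone.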

## Supplementary Material

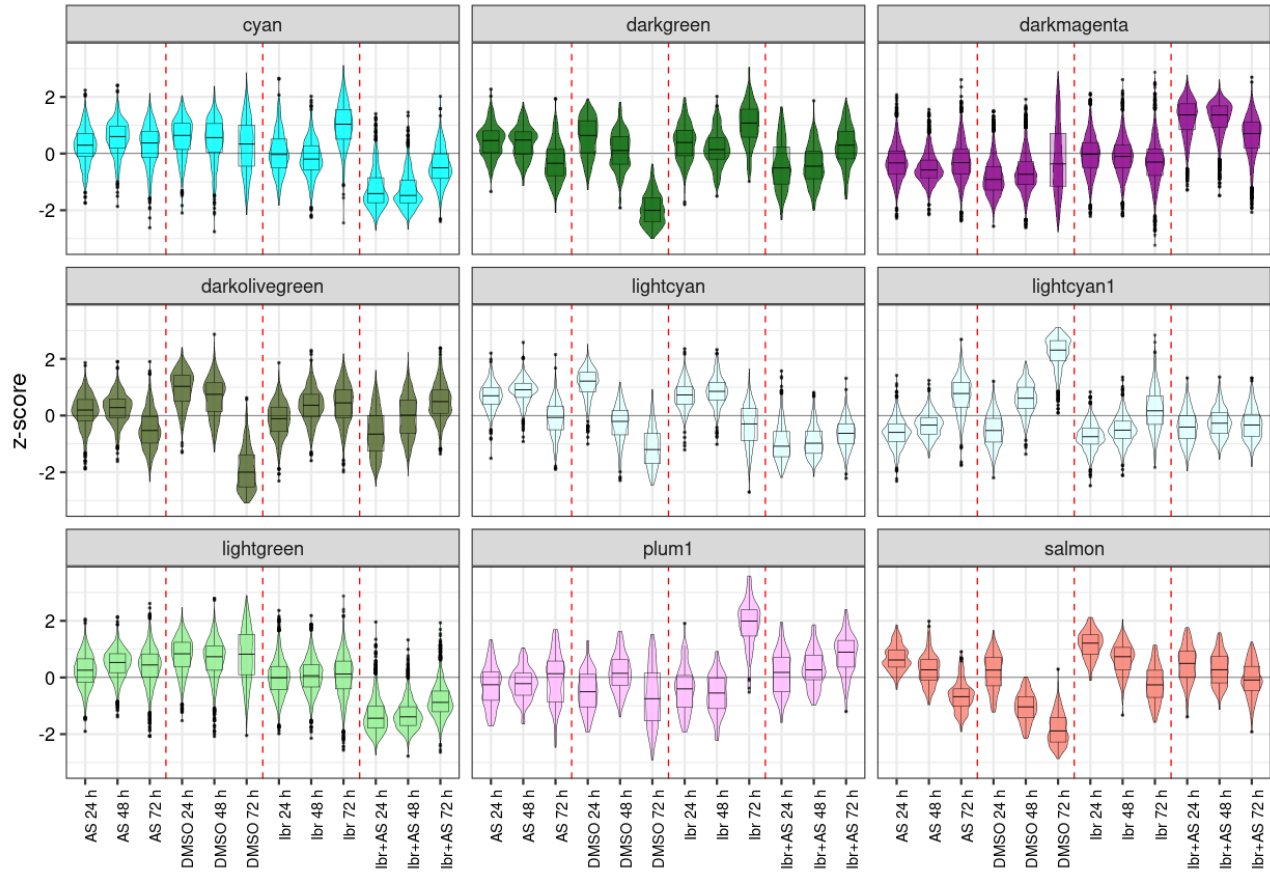

**Supplementary Figure 4. Expression profile z-scores of modules identified by WGCNA.** Gene expression tended to be lower in the *cyan*, *lightcyan* and *lightgreen* modules and higher in the *darkmagenta* module upon the combined Ibr+AS treatment. Furthermore, z-scores of *lightcyan1* and *salmon* modules increased and decreased respectively, with increasing incubation times.

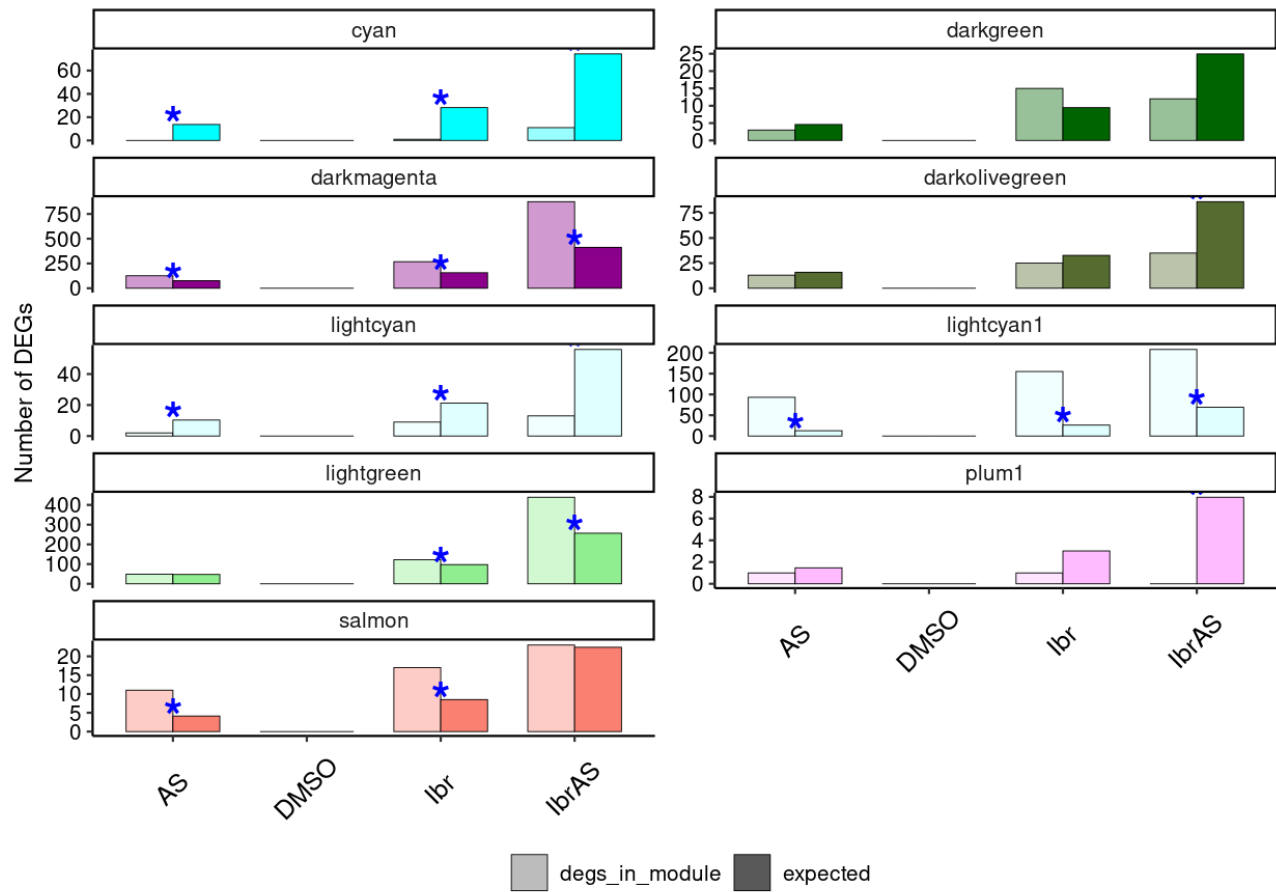

**Supplementary Figure 5. Bar Plot of expected vs. observed differentially expressed genes in each module and treatment group.** Significant Benjamini-Hochberg-adjusted *P*-values are indicated by blue stars and were computed with Fisher's exact test.

How the deposited data were processed for this re-analysis (not part of the article)

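RNA of the canine B-cell lymphoma line CLBL-1 was sequenced after incubation with DMSO, Ibr, AS or Ibr + AS for 24, 48 or 72 h, each in cells of 3 passages (121, 126 and 128), which makes 36 libraries in 12 groups. The authors mapped the reads to the CanFam3.1 assembly with STAR and deposited one table of raw counts per gene of the Ensembl annotation, and the values are whole numbers of reads. Which of the strand columns of STAR was kept is not stated. The table was used as it is. One public label gives DMSO 24 h replicate 3 passage 126 in its title and passage 128 in its passage field; passage 128 was used. The sample-sheet numbers in the header of the table part the libraries into 2 sequencing runs, which is an inference, with passage 121 wholly in the first run and 24 h libraries mostly in the first run.

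Depth ranged from 9941919 to 14703839 reads on genes, with a median of 11888025. The 50 most abundant genes took between 16% and 23.6% of the reads of a library. At this depth, 3 counts in Ibr + AS 48 h libraries correspond to 0.292 CPM (read counts scaled to library size), and fold changes of genes whose libraries in a group all held 3 counts or fewer are given as bounds. The counts of libraries of the same group differed by more than sampling of reads gives, with chi-square per degree of freedom between 1.93 and 28.9 over 36 pairs of libraries, and 0 pairs were identical.

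The passages were tested as replicate blocks. After removal of group means, libraries of the same passage in different groups correlated with a median r of 0.116 (165 pairs, 8383 genes), and libraries of different passages with a median r of -0.0451 (330 pairs). Passage number was therefore kept as a term, as in the paper.

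Counts were analysed in R 4.3.3 with edgeR 4.0.16 and limma 3.58.1, and with DESeq2 1.42.0 for rlog values and as an alternative. Genes with at least 2 reads over the libraries of a fit were kept, TMM factors were used, dispersions were estimated with estimateDisp, and robust quasi-likelihood fits were made with passage number and group as terms. The 35 libraries without Ibr 72 h replicate 3 gave 18670 genes, and the 9 DMSO libraries 16468. A DEG has a Benjamini-Hochberg adjusted p-value of at most 0.05 and an absolute log2 FC above 1. Each treatment was compared with DMSO of the same incubation time, Ibr + AS with Ibr and with AS, and DMSO at 48 h and 72 h with DMSO at 24 h. Departure from additivity and the difference between the effects at 72 h and 24 h were tested as contrasts of the same fit. Because treatments share DMSO libraries, overlaps and correlations were set against 8 simulated data sets without treatment effects, and changes of DMSO with time were followed in passages that had no part in the choice of genes. Principal components and distances used rlog values, and log2 CPM used a prior count of 1.

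The procedure was tested on simulated data in which 200 genes were changed by a log2 FC of 2. edgeR called 198 of them (99%) for Ibr + AS at 48 h with 1 call among the other genes, 195 (97.5%) for the departure from additivity with 5 such calls, 199 (99.5%) against Ibr with 3 and against AS with 0, and 197 (98.5%) for DMSO at 72 h with 1. DESeq2 called 197 (98.5%) for Ibr + AS at 48 h and 192 (96%) for the departure from additivity.

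The alternatives tried, set before the data were examined, were DESeq2, edgeR's RLE factors, filterByExpr, all 36 libraries, no passage term, glmTreat, fits on the groups of each comparison only, each replicate left out in turn, the 4 libraries of replicate 3 at 72 h left out and, for DMSO, 1 fit of 35 libraries. Rlog values were replaced by log2 CPM. The sequencing run as a further term was added after the counts had been seen.

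Genes are named by a rule: every gene of Table 1 and of the text on the cyan module and the signalling pathways, and for Ibr + AS at 48 h and the departure from additivity at 48 h the 3 genes that rose most and the 3 that fell most among DEGs with a symbol, the same direction in every passage and a mean of at least 1 CPM. The reference annotation at hand holds 43286 genes and 0 Ensembl identifiers. Identifiers were therefore paired with symbols through the given parts of Supplementary Tables 2 and 4, which name 1068 genes, and 6 of the 48 genes the paper names could be paired (NHSL1, DSE, PIK3R1, MYC, BCL2 and MYB). The other genes were not analysed here, and the largest changes are the largest among paired genes only. The planned restriction to protein-coding genes could not be applied.

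Gene lists need most of their genes to be tested. Of the lists, hypoxia had 1 of 30 genes paired (3.33%), cholesterol synthesis 1 of 23, the cell cycle 2 of 30, FOXO targets 2 of 24, immediate early genes 3 of 24 and histones 0 of 13, so no list was tested. Module hub scores, co-expression modules, gene ontology terms and promoter composition were left out as well, the last because no genome sequence of this assembly was used here. Proliferation and metabolic activity assays were not analysed here.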

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

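The tests of library size, of the sequencing run and of the share of genes with the larger change in DMSO were chosen after these results were seen.

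The effect of a treatment differed between incubation times, by a test of the difference itself. Between 72 h and 24 h the log2 FC against DMSO differed past the limits for 325 genes with AS, 732 with Ibr and 1466 with Ibr + AS. A difference in library size between groups does not account for these numbers: with every library reduced to the smallest total, 282, 707 and 1406 genes were called, and 252, 634 and 1279 of them were the same genes. Neither does the sequencing run, with which in the model 324, 729 and 1452 genes were called; within passage 121, all of whose libraries belong to a single run, 373 of the 413 genes called for AS in the other passages (90.3%) and 1181 of the 1221 called for Ibr + AS (96.7%) had the same direction.

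Other regroupings of treated and DMSO libraries within passages were tried as well, in fits on the libraries of the groups compared only, where the real grouping gave 417 genes for AS and 1389 for Ibr + AS. For AS, 2 of the 32 regroupings, the real one included, gave as many genes as that, and for Ibr + AS also 2 of the 32. The other regrouping exchanges treated and DMSO libraries in all 3 passages at 24 h only, which turns the difference between the effects into their sum, and it called 532 genes for AS and 3121 for Ibr + AS; 19 and 18 regroupings called 0 genes. For AS, the regroupings that exchange libraries in 1 or 2 passages at 24 h only gave from 252 to 332 genes, so the number for AS rests mostly on the grouping at 72 h. Ibr at 72 h has 2 libraries and was not regrouped.

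A candidate explanation is that the DMSO control changes with time while treated cells change less. Of the genes with a difference, the change from 24 h to 72 h was larger in DMSO than in treated cells for 90.5% with AS, 82.9% with Ibr and 77.8% with Ibr + AS. For the remaining genes the treated cells changed more. Whether the change in DMSO is due to the solvent or to time in culture remains open, since no cells without DMSO were sequenced. The DMSO concentration of the single treatments is not stated, so a difference in solvent may also contribute to their smaller change.

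Among the named genes, DEPTOR differed between 72 h and 24 h by -1.63 with AS and by -1.42 with Ibr. It rose by a log2 FC of 1.04 in DMSO and changed by -0.58 with AS and -0.38 with Ibr. NEBL differed by 1.43 with Ibr, from a change of -0.95 in DMSO and 0.49 with Ibr. With Ibr + AS, MYC differed by -1.40 (0.99 in DMSO, -0.41 in treated cells), MYB by -1.14 (0.94 and -0.20) and MTSS1 by -2.33 (0.98 and -1.35). For 5 of these 6 differences the larger part is the change in DMSO, and for MTSS1 it is the change in treated cells. No explanation was tested for single genes.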

How the results depend on the processing

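The sequencing run was added to the alternatives after the counts had been seen, and the tests of it were chosen then.

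The replicate block was tested by leaving passage number out of the model. With no replicate block, Ibr + AS departed from additivity in 136 genes at 24 h and DMSO had 95 DEGs at 48 h; all 36 counts remained within 1.5 times their value, and no named gene changed its call or direction. RLE factors, filterByExpr and the sequencing run as a term also left these 36 counts within that range, and all 36 libraries left the 34 counts for which it was run, which do not include DMSO over time.

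Only glmTreat, which requires a log2 FC significantly beyond 1 and is therefore stricter by construction, moved every count. It called 1, 10 and 50 genes for AS at 24, 48 and 72 h, 16, 51 and 154 for Ibr, and 484, 429 and 523 for Ibr + AS. Against Ibr it called 79, 45 and 43 genes and against AS 229, 214 and 125. Departures from additivity numbered 0 at 24 h (249 genes had an unadjusted p-value under 0.05), 9 and 48. Differences between 72 h and 24 h numbered 4 for AS, 57 for Ibr and 385 for Ibr + AS, and DEGs of DMSO 22 and 341. The union was 946 genes, with 186 for Ibr, 58 for AS, 924 for Ibr + AS, 750 for Ibr + AS only, 46 for all treatments, 16 for Ibr only, 4 for AS only, 2 for both single treatments only, 122 for Ibr and Ibr + AS, 6 for AS and Ibr + AS, 22 for single treatments only and 251 also in DMSO. Of the 33 gene results, 7 lost their call under it.

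With DESeq2, DMSO had 68 DEGs at 48 h, and the other 35 counts stayed within 1.5 times. Fits on the groups of each comparison gave 78 DEGs for AS at 24 h, 212 for Ibr + AS against Ibr at 72 h and 73 for AS only. Without the 4 libraries of replicate 3 at 72 h, Ibr + AS against Ibr at 72 h gave 200, departures at 72 h 269, and DEGs of both single treatments only 12. The cause was not tested.

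Fits that each left out 1 replicate gave from 468 to 733 DEGs for Ibr at 72 h, from 324 to 585 for Ibr + AS against Ibr at 48 h, from 232 to 587 for the same comparison at 72 h, from 76 to 120 for DMSO at 48 h, from 89 to 153 for Ibr only and from 25 to 51 for AS only. With Ibr 72 h replicate 3 kept, leaving out replicate 1 gave 587 for Ibr + AS against Ibr at 72 h and 95 for Ibr only, and leaving out replicate 2 gave 525 and 89, and 468 for Ibr at 72 h. Such fits have fewer libraries, and whether this or the library left out moved the counts was not tested.

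The variance share of treatment was 35.4% and that of incubation time 10.4% with filterByExpr. Leaving out a replicate gave from 28.1% to 32.3% for treatment, from 11% to 12.1% for incubation time and from 3.08% to 4.88% for passage number, with treatment the largest share in each. The first 2 principal components held 21.5% and 10% of the variance over expressed genes with log2 CPM, and from 42.1% to 45.9% and from 17.4% to 18.9% without a replicate; the first was 45.1% with filterByExpr. Over DEGs they held 40.6% and 15.3% with log2 CPM, and from 54.4% to 57.6% and from 18.6% to 19.8% without a replicate; the first was 57% with filterByExpr.

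Among gene results at 48 h, the small log2 FC with AS reversed for PIK3R1 without replicate 3 (-0.01, with values up to 0.09 when another replicate was left out) and for BCL2 without replicate 1 (0.01, also with Ibr 72 h replicate 3 kept, against -0.13 without replicate 2). MYC with Ibr + AS passed the limit without replicate 1 (1.01, and 1.00 with Ibr 72 h replicate 3 kept) and without replicate 3 (1.04), and was 0.82 without replicate 2. Without replicate 2, the departures from additivity of HMOX1 (2.41), SERPINB2 (-1.07, and -1.06 with Ibr 72 h replicate 3 kept) and SLC4A4 (-1.46) lost their call. The share of departures beyond the sum at 24 h was 59.3% without replicate 1 and 80.8% without replicate 3. At 48 h it was 38.1% without replicate 2 and 53.2% without replicate 1, so which kind is more frequent at 48 h depends on the replicates.

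Alternatives on protein-coding genes, module hub scores, gene lists and promoter composition were not run. Low depth per gene limits the results of genes such as NHSL1, with 10 to 14 reads per Ibr + AS library at 48 h, where the log2 FC had a standard error of 0.32.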

Differences from the paper's values

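The sequencing run as a term was chosen after the values had been seen, and it closed none of the gaps below.

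DEGs of single treatments only numbered 230 against the paper's 146. Of the alternatives set before the data were examined, DESeq2 (174), filterByExpr (199), all 36 libraries (208), leaving out replicate 3 (195) and, with Ibr 72 h replicate 3 kept, leaving out replicate 1 (176) or replicate 2 (158) came within 1.5 times of it. RLE factors (229), no replicate block (239), glmTreat (22), fits on the groups of each comparison (286) and leaving out the 72 h libraries of replicate 3 (222) did not, nor did the sequencing run (228).

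DEGs of Ibr not shared with Ibr + AS numbered 182 against the paper's 116. DESeq2 (139), filterByExpr (159), all 36 libraries (158), leaving out replicate 3 (170) and, with Ibr 72 h replicate 3 kept, replicate 1 (131) or replicate 2 (107) closed the gap. RLE factors (181), no replicate block (191), glmTreat (18), fits on the groups of each comparison (213), leaving out the 72 h libraries of replicate 3 (190) and the sequencing run (182) left it.

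DEGs of Ibr only numbered 158 against the paper's about 98 in Fig. 2D, read by eye. DESeq2 (120), filterByExpr (132), all 36 libraries (134) and, with Ibr 72 h replicate 3 kept, leaving out replicate 1 (95) or replicate 2 (89) closed the gap. RLE factors (158), no replicate block (173), glmTreat (16), fits on the groups of each comparison (187), leaving out replicate 3 (153) or its 72 h libraries (178) and the sequencing run (158) left it.

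DEGs of AS only numbered 48 against the paper's about 30 in Fig. 2D, read by eye. DESeq2 (35), filterByExpr (40), leaving out replicate 3 (25) or its 72 h libraries (32) and leaving out replicate 1 with Ibr 72 h replicate 3 kept (45) closed the gap. RLE factors (48), all 36 libraries (50), no replicate block (48), glmTreat (4), fits on the groups of each comparison (73), leaving out replicate 2 with Ibr 72 h replicate 3 kept (51) and the sequencing run (46) left it.

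DMSO at 48 h had 118 DEGs against the paper's 65. DESeq2 (68), no replicate block (95), leaving out replicate 3 (76) and 1 fit of all groups (87) closed the gap. RLE factors (116), filterByExpr (104), glmTreat (22), leaving out replicate 1 (107), replicate 2 (120) or the 72 h library of replicate 3 (113) and the sequencing run (114) left it.

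The log2 FC of MYC with Ibr at 48 h was 0.25 against the paper's -0.25 in Table 1, while the paper's Supplementary Table 2 gives 0.25 for the same comparison. No alternative closed this gap, with values from 0.12 to 0.32 when a replicate was left out.

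The paper describes a tendency of lightcyan1 genes to be lower with Ibr + AS than with other treatments. Over the 59 genes given, this ranking held at 72 h (a median of -0.74 with Ibr + AS, -0.40 with AS and -0.54 with Ibr), but not at 24 h (0.02, -0.05 and -0.03) or at 48 h (-0.25, -0.28 and -0.34). The paper describes higher levels of salmon genes with Ibr + AS. Over the 19 genes given, the median with Ibr + AS was above DMSO at all 3 incubation times. It was the highest of the treatments at 72 h (0.35, with 0.28 for AS and 0.32 for Ibr), but not at 24 h (0.16, 0.13 and 0.29) or at 48 h (0.30, 0.34 and 0.43). The paper describes Ibr 72 h replicate 3 as an outlier. By its mean distance to its group it ranked 11 of 36 libraries, though it lay nearer to DMSO 48 h and AS 72 h than to its group. On rlog values, 7 other libraries also lay nearer to another group than to their own. For each of these 7 the nearest group had the same treatment at another incubation time, which sets Ibr 72 h replicate 3 apart from them. On log2 CPM 5 others lay nearer to another group, of which only Ibr 48 h replicate 2 was nearest to another treatment, AS 48 h.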

Other observations

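The tests of shared DMSO libraries, of the change over time in passages left aside, of passage 121 and of regrouped libraries were chosen after the results were seen.

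The number of DEGs of the single treatments rises with incubation time. A candidate explanation is the change of the DMSO control: compared with DMSO 24 h in place of DMSO 72 h, 23 of the 409 AS DEGs at 72 h (5.62%) and 81 of the 745 Ibr DEGs (10.9%) were still called, and 397 of the 1405 Ibr + AS DEGs (28.3%). Against the same DMSO 24 h libraries, however, AS had 279 DEGs at 72 h and 37 at 24 h, and Ibr 235 and 210, so that with the control held fixed the number for AS still rises, mostly through genes that were not DEGs against DMSO 72 h. This comparison also adds any change that treated cells undergo with time, so it does not separate an effect of treatment that grows from one that holds back a change over time.

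Genes called at 72 h that were also called in DMSO over time changed mostly in the opposite direction in DMSO; for Ibr + AS, 835 of the 1405 genes called at 72 h were not DEGs of DMSO at 72 h. Over the 705 DMSO DEGs with a mean of at least 1 CPM, chance values of the shared DMSO libraries alone gave at most 61.6% in the opposite direction at 72 h in simulated data, against 91.6% or more in the real data. A hypothesis is that treated cells take part less in the change of DMSO with time. For genes chosen from the other passages, the largest mean log2 change of a treated group was 0.466, with AS, against 1.28 in DMSO. With Ibr + AS these genes already stood 0.323 to 0.475 from DMSO at 24 h in that direction. The change after 24 h does not count this shift. The paper's assays at 72 h, in experiments of their own, counted more viable cells with Ibr and with AS than with DMSO and fewer with Ibr + AS, so fewer cells in culture is no reason that all 3 treatments share. Why treated cells change less was not tested.

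DMSO-treated cells changed between 24 h and 72 h. The sequencing run does not account for it, since 97.8% of the 951 genes called without passage 121 had the same direction within passage 121, whose libraries all belong to a single run. Oxygen shortage in dense cultures cannot be told apart from other causes, because 1 gene of the hypoxia list could be paired and the test was not run.

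Ibr 72 h replicate 3 was harvested with the other 72 h libraries of passage 128. A separate harvest as the source of its distance was tested on those 3 libraries. Their median distance to their groups was 14.57, against 14.68 for libraries at 24 h and 48 h and 16.255 for the other replicates of the same groups. They differ among themselves, with 14.05 for DMSO, 14.57 for AS and 20.29 for Ibr + AS, and the Ibr + AS library also lay nearer to another group, Ibr + AS 48 h (16.62), than to its own. With 3 libraries on both sides of the median of the others, the harvest cannot be told apart from other sources. A mix-up of libraries was not tested.

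The paper reports terms on leukotriene D4 and glutathione among genes changed by Ibr + AS only, and terms on megakaryocyte differentiation among DEGs. A candidate explanation for either is several human orthologues of 1 canine gene. Of 6 human names behind the first, 2 are carried by a canine gene in the reference annotation, and of 13 histone H4 names 6 are. As 24514 genes of that annotation have no name, and the identifiers of the counts are not paired with it, the explanation cannot be told apart from a real enrichment.

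The libraries of each comparison were regrouped in every way that keeps the group sizes, in fits on the libraries of the groups compared only. For each of 15 comparisons of 3 against 3 libraries, 1 of the 10 splits, the real one, gave as many DEGs as the real one does in such a fit (from 78 for AS at 24 h to 1456 for Ibr + AS at 24 h), the smallest share this design can give. These are AS and Ibr + AS at the 3 incubation times, Ibr at 24 h and 48 h, DMSO at 48 h and 72 h, Ibr + AS against Ibr at 24 h and 48 h, and Ibr + AS against AS at the 3 incubation times. The largest number from any other split was 5, for DMSO at 48 h, and the 3 other splits that part all passages between the groups called 0. The splits that follow the sequencing run, possible for AS and Ibr + AS at 48 h, DMSO at 72 h and Ibr + AS against Ibr at 48 h, called 0 as well. Only 1 passage is parted between the groups in these splits. With passage number in the model they had little chance to call a gene, so they do not decide on the run. Of 100 regroupings for the departure from additivity in such fits, 4 at 24 h and 2 at 48 h gave as many genes as the real one (228 and 492), which is included, with up to 1755 and 1721 genes in the others. For the union of 3012 DEGs, in the fit of all groups, 1 of 28 regroupings did, the real one, and the largest of the others held 799 genes.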
